# Ribosomal RNA regulates chromosome clustering during mitosis

**DOI:** 10.1038/s41421-022-00400-7

**Published:** 2022-05-31

**Authors:** Kai Ma, Man Luo, Guanglei Xie, Xi Wang, Qilin Li, Lei Gao, Hongtao Yu, Xiaochun Yu

**Keywords:** Chromosome condensation, Chromosomes, Mitosis

## Abstract

Noncoding RNAs are known to associate with mitotic chromosomes, but the identities and functions of chromosome-associated RNAs in mitosis remain elusive. Here, we show that rRNA species associate with condensed chromosomes during mitosis. In particular, pre-rRNAs such as 45S, 32S, and 30S are highly enriched on mitotic chromosomes. Immediately following nucleolus disassembly in mitotic prophase, rRNAs are released and associate with and coat each condensed chromosome at prometaphase. Using unbiased mass spectrometry analysis, we further demonstrate that chromosome-bound rRNAs are associated with Ki-67. Moreover, the FHA domain and the repeat region of Ki-67 recognize and anchor rRNAs to chromosomes. Finally, suppression of chromosome-bound rRNAs by RNA polymerase I inhibition or by using rRNA-binding-deficient Ki-67 mutants impair mitotic chromosome dispersion during prometaphase. Our study thus reveals an important role of rRNAs in preventing chromosome clustering during mitosis.

## Introduction

Chromatin-associated RNAs play key roles in regulating numerous biological events, such as chromatin remodeling and transcription^1–4^. During mitotic prophase, chromatin undergoes condensation and forms highly compacted chromosomes. It is unclear whether the identities of chromatin-associated RNAs are altered during the chromatin condensation process.

Mitotic chromosomes are composed of several specific regions. The inner scaffold contains proteins, such as condensin, for maintaining the integrity of the condensed chromosomes^5,6^. The outer layer of condensed chromosomes, also known as the perichromosomal layer, includes a number of proteins and RNA species^7^. A recent analysis combining scanning electron microscopy with advanced proteomics indicates that the perichromosomal layer comprises 30%–47% of the entire chromosome volume^8^. Proteomics analysis shows that a number of proteins associate with the perichromosomal layer, and one prominent protein is Ki-67^9,10^.

Ki-67, a surrogate marker for cell proliferation, localizes in the nucleolus during interphase. Although Ki-67 may be involved in ribosomal biogenesis^11–13^, it is dispensable for the generation of mature rRNAs^14^. During mitotic prophase, the nucleolus is disassembled along with nuclear envelope breakdown^15^. Interestingly, Ki-67 is released before nucleolus disassembly and relocates to the perichromosomal layer of condensed chromosomes^13^. It has been shown that loss of Ki-67 depletes the mass of the perichromosomal layer and causes the coalescing of mitotic chromosomes^8,16^, suggesting that Ki-67 plays a key role to maintain the integrity of the perichromosomal layer. Ki-67 is a large nuclear polypeptide with several prominent domains. It has been shown that the C-terminal Leu-Arg rich (LR) domain recognizes chromosomal DNA and anchors Ki-67 on mitotic chromosomes, whereas the other regions of Ki-67 extend outwards to form the perichromosomal layer^16^.

In contrast to the protein components, mitotic chromosome-associated RNA species are much less studied. Since nucleolar proteins associate with small nucleolar RNA (snoRNA) to form RNPs, some snoRNA species, such as U3 snoRNA, are reported to be present at chromosome periphery^7,17,18^. In this study, we have carefully examined the chromosome-associated RNAs, and found that rRNAs are the major RNA species associating with condensed chromosomes. These rRNA species are evenly distributed in the perichromosomal layer of each chromosome via the interaction with Ki-67. These chromosome-associated rRNAs facilitate chromosome dispersion during prometaphase.

## Results

### rRNAs are associated with mitotic chromosomes

To examine the chromosome-associated RNAs, we pretreated HCT116 cells with colcemid to arrest cells in prometaphase (Fig. 1a and Supplementary Fig. S1a). Mitotic cells were shaken off and lysed with NETN100 buffer (0.5% NP-40, 50 mM Tris-HCl, pH 8.0, 2 mM EDTA, and 100 mM NaCl), and both the NETN100 soluble fraction and the pellets were harvested (Fig. 1a). To validate the mitotic population, cells were examined by flow cytometry with Propidium Iodide and anti-histone H3pSer10 antibody. We found that all the cells were arrested at 4N stage, and majorities of cells were stained positively with anti-histone H3pSer10 antibody (Supplementary Fig. S1b). Moreover, we performed mitotic spreads and did not observe any interphase cells (Supplementary Fig. S1c). With western blotting, we detected cytoplasmic and nucleoplasmic proteins, including RPL3 and GADPH, in the NETN100 soluble fraction. In contrast, we did not find these representative proteins in the pellet fraction (Supplementary Fig. S1d), indicating that the NETN100 soluble fraction represents cytoplasmic/nucleoplasmic fraction of mitotic cells. In the pellets but not the NETN100 soluble fraction, we found nucleosomal histones, suggesting that components tightly associated with condensed chromosomes exist in the pellets, in agreement with earlier studies^19,20^. Next, we explored chromosome-associated RNAs in mitotic cells by isolating RNA from both the NETN100 soluble fraction and the pellets with TRIzol (Fig. 1a). In the cytoplasmic/nucleoplasmic fraction, two major bands were detected, correlating with the size of 28S and 18S rRNA. These results indicate the mature rRNA species in ribosomes existed in the cytoplasmic/nucleoplasmic fraction. Interestingly, in the chromosome fraction, we detected other RNA species with higher molecular weight in addition to 28S and 18S rRNA (Fig. 1b). To examine these RNA species, we performed RNA sequencing and found that these high-molecular-weight RNAs were pre-rRNAs, including 45S, 32S, and 30S pre-rRNA, because sequencing reads were highly enriched in the 5’ ETS and ITS1/2 regions of pre-rRNAs (Fig. 1c).

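HCT116 cells, a human colorectal carcinoma line, were arrested with colcemid and lysed with NETN100 buffer, and total RNA of the soluble fraction and of the pellets was sequenced as 1 library per fraction. The authors aligned the trimmed reads with STAR to the GenBank human 45S rDNA reference sequence, and counted them with FeatureCounts in 142 bins. The deposited values are these raw counts. The bins run from the 5'ETS to the 3'ETS and cover positions 1 to 13314 of that sequence, with a bin size of 100 bp in all regions except 5.8S. In total, 6140899 reads were counted in the bins in the soluble fraction and 3564013 in the pellet fraction. No read was counted in 11 bins of the soluble fraction and in 4 bins of the pellet fraction. The 5 bins with the most reads held 46.3% of the reads in the soluble fraction and 43.7% in the pellet fraction. Counts were converted to CPM, the unit of Fig. 1c, with the total of the library over all bins. The paper's text does not state which total its CPM used. Reads outside the 45S rDNA were not analysed here, so each CPM is relative to rDNA reads and not to total RNA. With 1 library per fraction there is no replicate check of any difference between the fractions. The 95% intervals given for shares (Wilson) and for ratios (log scale) cover counting error only, because PCR reads without molecular identifiers are not independent molecules. A ratio against a soluble count of 3 or fewer was computed against 3 counts, and is read with its interval, which reaches lower.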

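In the pellet fraction, 217231 reads lay in the 5'ETS, ITS1, ITS2 and 3'ETS, which is 6.10% of the rDNA reads (95% interval 6.07% to 6.12%). In the soluble fraction, 13630 reads lay in these spacers, which is 0.222% (95% interval 0.218% to 0.226%). The spacer CPM was therefore 27.5 times as high in the pellet fraction (95% interval 27.0 to 27.9). When the median of the bins was used in place of the sum, this ratio moved most, to 30.1. The pellet to soluble ratio was 30.8 in the 5'ETS (95% interval 30.0 to 31.7), 29.0 in ITS1 (27.8 to 30.3) and 23.6 in ITS2 (23.0 to 24.3). The ITS1 ratio was 40.9 without the bin with the highest signal of each region, and 42.1 without the first and the last bin. It was 38.1 with the median of the bins, and 30.9 relative to the 18S plus 28S signal. The 3'ETS held 103 reads in the pellet fraction and 1 read in the soluble fraction, which gives a ratio of 59.2 against 3 counts. By the lower end of its 95% interval, its CPM was at least 18.8-fold higher in the pellet fraction. Without its first and last bin, the ratio against 3 counts was 22.8. In the mature regions, the ratio was 0.710 for 18S (0.709 to 0.711) and 1.09 for 28S (1.09 to 1.09), and the 28S ratio was 0.992 when the median of the bins was used. Divided by the reads in 18S plus 28S, the spacer reads were 29.2 times as frequent in the pellet fraction as in the soluble fraction (95% interval 28.7 to 29.7).
Bin by bin, the log2 ratio was computed with a pseudocount of 1 CPM over the bins with any read. All 62 spacer bins with reads had a log2 ratio above 1, and in 61 of them the Wilson intervals of the 2 libraries did not overlap. With a pseudocount of 10 CPM, 54 of the 62 had a log2 ratio above 1. Of the 69 bins of 18S and 28S with reads, 32 were higher and 37 were lower in the pellet fraction, and 8 had a log2 ratio above 1. The highest log2 ratio of a spacer bin was 5.64, in ITS1 between positions 5828 and 5927, where 201 reads were counted in the soluble fraction. The lowest was 1.09, in the last bin of the 3'ETS.

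**Figure D1:**
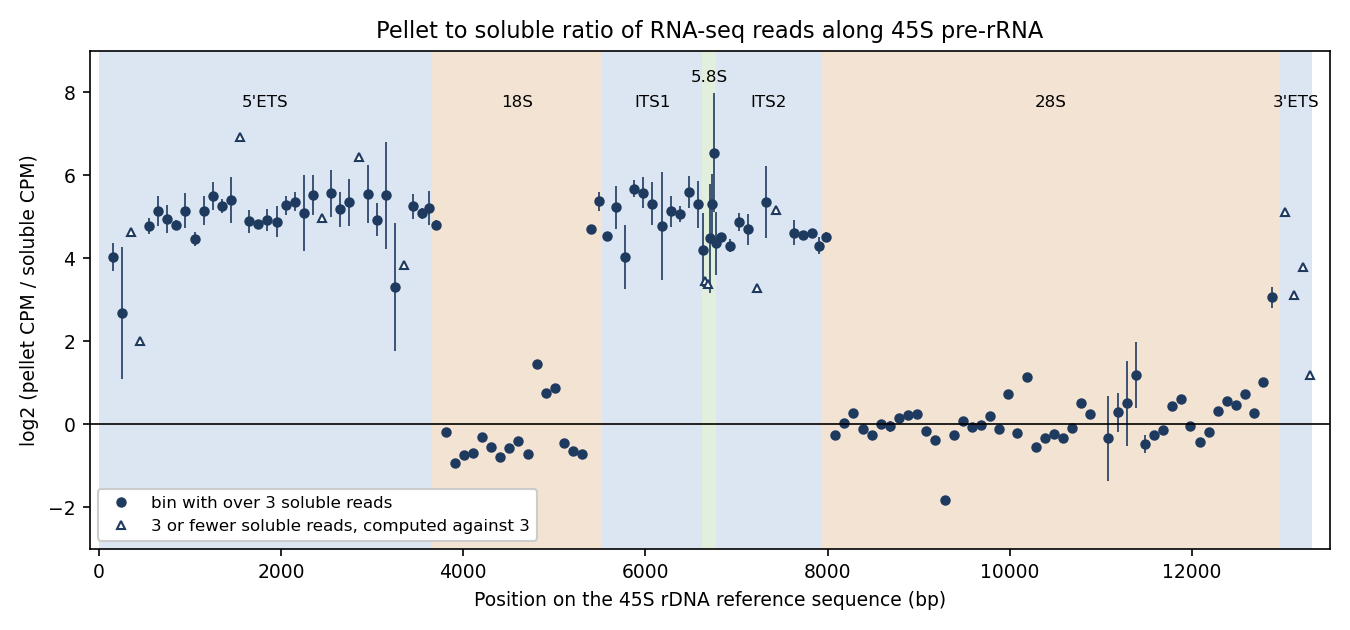
Each point is the log2 ratio of pellet CPM to soluble CPM of 1 bin (y axis), at the middle of the bin on the 45S rDNA reference sequence in bp (x axis), without a pseudocount. Bars are 95% intervals of counting error, open triangles are bins with 3 or fewer soluble reads, computed against 3 counts and drawn without their intervals, bins with 3 or fewer pellet reads are left out, and shading marks spacers, 5.8S, and 18S and 28S. The bins of the 5'ETS, ITS1 and ITS2 lie above 0, while 18S and 28S bins lie on both sides of 0 except near the ends of each region.

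Because the reads were enriched in the 5'ETS, ITS1 and ITS2 of pre-rRNA, the paper concludes that the RNA species of high molecular weight were pre-rRNAs, including 45S, 32S and 30S.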

**Fig. 1:**
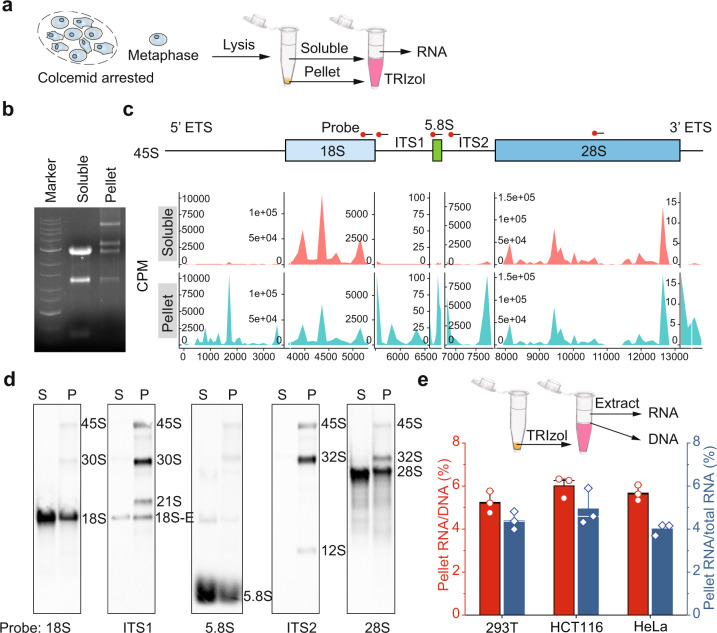
rRNA associates with chromosomes during mitosis. **a** A schematic diagram shows the procedure of RNA purification from soluble and pellet fractions of metaphase cells. **b** Purified RNA is analyzed by agarose gel. **c** Distribution of RNA-seq reads (CPM) across the full-length 45S pre-rRNA sequence in soluble and pellet total RNAs. **d** Northern blot analysis of the RNAs from the soluble (S) and pellet (P) fractions with probes targeting 18S, ITS1, 5.8S, ITS2, and 28S regions. The position of northern blot probes is shown in **c**. **e** The ratio of RNA in the pellets to total DNA mass (left *y* axis) and the ratio of RNA in the pellets to total RNA (right *y* axis).

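Per 100 bp, the soluble fraction had 24.9 CPM in the 5'ETS, 32.7 in ITS1 and 82.4 in ITS2, against 20646 in 18S and 12145 in 28S. The pellet fraction had 767.6 CPM per 100 bp in the 5'ETS, 948.2 in ITS1 and 1946 in ITS2, against 14658 in 18S and 13198 in 28S. Within the pellet fraction, the density of ITS2 was 14.7% of that of 28S, while it was 0.678% in the soluble fraction. The density of the 5'ETS was 5.24% of that of 18S in the pellet fraction and 0.121% in the soluble fraction. In the 3'ETS, 8.38 CPM per 100 bp were found in the pellet fraction. The bin with the highest CPM of each region was the same in both libraries in the 5'ETS (positions 1701 to 1800), 18S (4357 to 4456), ITS1 (5528 to 5627), 5.8S (6723 to 6742), ITS2 (7780 to 7879) and 28S (12635 to 12734). In the 3'ETS, it was the bin from 12970 to 13069 in the pellet fraction.

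**Figure D2:**
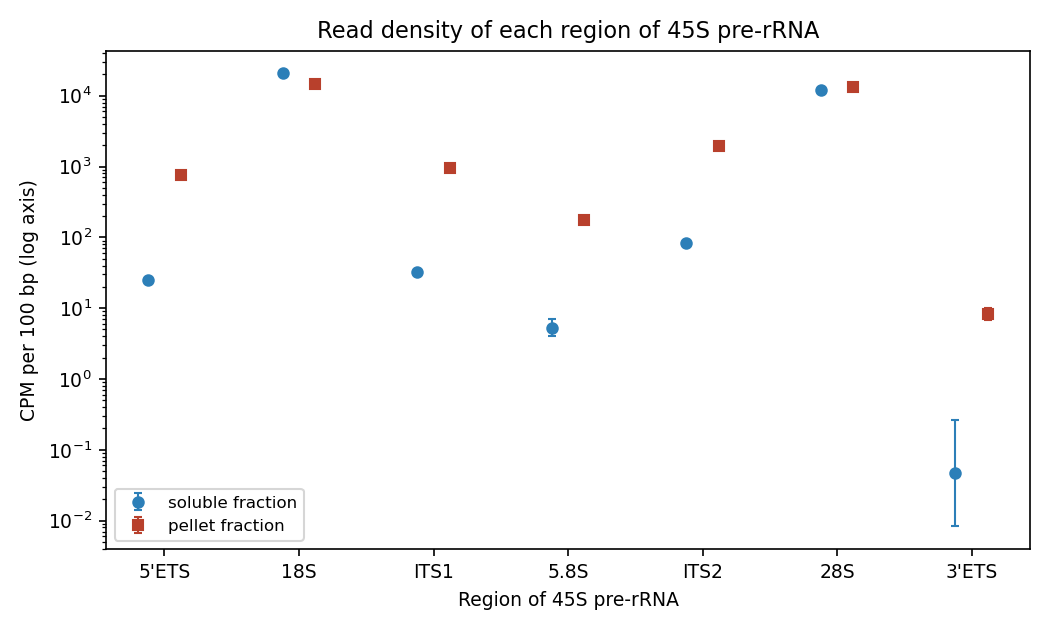
Read density of the 7 regions of 45S pre-rRNA (x axis) in CPM per 100 bp on a log axis (y axis), for the soluble fraction (circles) and the pellet fraction (squares), with 1 library each. Bars are Wilson 95% intervals and are smaller than the symbols in most regions. The pellet value is above the soluble value in every region except 18S, where it is 14658 against 20646.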

Transcription of pre-rRNAs is mediated by RNA polymerase I from rDNA loci during interphase. Immediately the following transcription, 47S pre-rRNA is digested into 45S pre-rRNA and further processed to produce mature rRNAs via complicated pathways^21^. To validate these chromosome-associated rRNAs, we designed probes covering every region of pre-rRNA for northern blotting (Supplementary Fig. S1e). We found various pre-rRNA species in northern blotting (Fig. 1d). In the pellet fraction, we also observed 18S, 5.8S, and 28S rRNAs that have the expected size of mature rRNAs. Since the final processing steps of these rRNA species are known to happen in the nucleolus^21^, it is possible that these chromosome-associated 18S, 5.8S, and 28S rRNAs are still part of the nucleolus. Next, using the same samples, we performed RT-qPCR with different sets of primers targeting rRNAs. Again, we found that pre-rRNAs, especially 45S, 30S, and 32S pre-rRNAs, were highly enriched in the chromosome fraction, mature 18S, 5.8S, and 28S rRNAs were present at relatively lower levels, compared to those in the soluble fraction (Supplementary Fig. S1e, f).

In addition, we examined the ratio between RNA and DNA on the mitotic chromosomes and found that chromosome-associated RNA was around 4%–5% of total RNA in different types of cells. Moreover, the chromosome-associated RNA was equivalent to 5%–6% of total genomic DNA mass in these cells (Fig. 1e). Thus, these results indicate that the majorities of pre-rRNA associate with condensed chromosomes during mitosis.

### rRNA localizes at the periphery of mitotic chromosomes

Next, we examined the localization of these rRNA species on the condensed chromosomes. With the probe targeting 5’ ETS, ITS1, or ITS2 region, we performed RNA FISH on metaphase spreads. Since these probes only recognize pre-rRNAs, we found that pre-rRNAs localized at the periphery of chromosomes (Fig. 2a). The extension of RNA on mitotic chromosomes was similar when mitotic spreads were examined with different probes (Fig. 2b). We also used other probes to examine 28S and 18S rRNAs and confirmed that chromosome-associated rRNA species exist at the periphery (Supplementary Fig. S2a). As the negative controls, ITS1 and ITS2 sense probes failed to detect any RNA species on the mitotic chromosomes (Supplementary Fig. S2b). To test if this is a universal phenomenon, we also examined mouse embryonic fibroblasts (MEFs) and found that all the rRNAs had similar localization pattern on mitotic chromosomes (Supplementary Fig. S3).

**Fig. 2:**
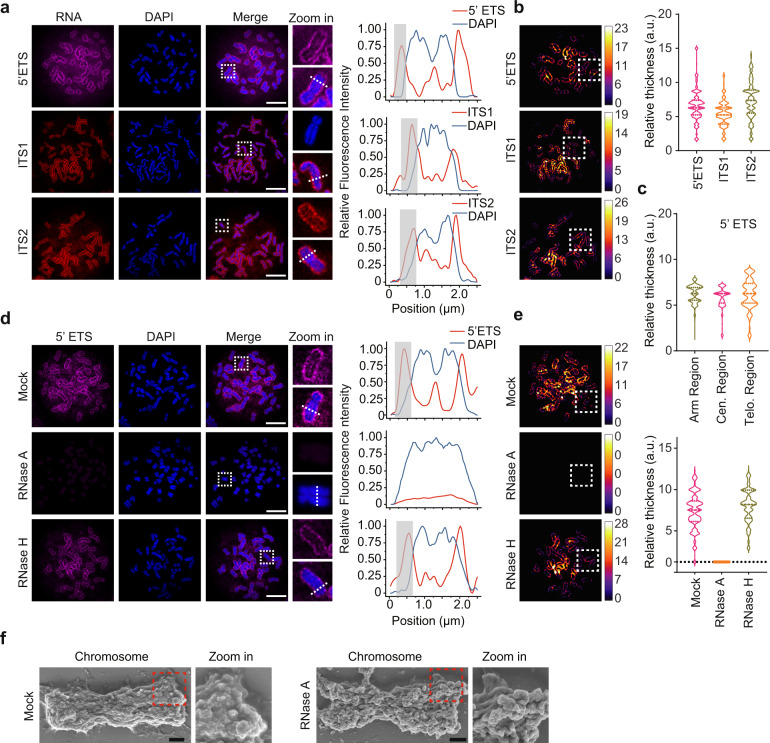
pre-rRNA localizes at the periphery of mitotic chromosomes. **a** Localization of 45S (5’ ETS), 30S (ITS1), and 32S (ITS2) pre-rRNAs at the perichromosomal layer. The RNA species were examined by RNA FISH with Cy5-labeled probe against 5’ETS, Cy3-labeled probes against ITS1 and ITS2 regions of pre-rRNAs in mitotic spreads. Chromosomes were counterstained with DAPI. Representative images are shown (left panel). The fluorescence signals on the white dash lines were examined (right panel), gray shadows indicate the perichromosomal layer of 45S, 30S, and 32S pre-rRNAs. Scale bar, 10 μm. **b** RNA is extended from the condensed chromosomes. The RNA FISH signal was analyzed by “Local Thickness” of Fiji to calculate the average RNA extension distance on the periphery of chromosomes, the dashed squares show the region of interest with isolated single chromosome. **c** The extension of 45S pre-rRNA on the periphery of different regions of each chromosome. **d** RNase A treatment abolishes the RNA species at the periphery. The mitotic spreads were treated with or without RNase A or RNase H. The fluorescence intensity of 45S rRNA was measured at the indicated section with white lines, gray shadow shows the perichromosomal layer of 45S pre-rRNA (right panel). Scale bar, 10 μm. **e** The RNA FISH signal was analyzed by “Local Thickness” of Fiji to calculate the average thickness of the 45S pre-rRNA coated at the periphery of chromosomes. Violin plots show the extension of RNA at the periphery. **f** SEM shows the detailed structure of chromosome treated with or without RNase A. Scale bar, 400 nm.

In addition, to further validate the specificity of rRNA on mitotic chromosomes, we also examined the GAPDH mRNA and NEAT1, an abundant noncoding RNA localized in nuclear paraspeckles. However, we didn’t observe these RNAs at the periphery of chromosomes. In contrast, using these probes, we could detect these RNAs in the interphase cells. In particular, NEAT1 probes stained nuclear paraspeckles clearly (Supplementary Fig. S4).

Moreover, we examined single chromosomes with 5’ ETS probes, and found that pre-rRNA covered every mitotic chromosome that we observed (Supplementary Fig. S5a). We also measured the coverage of these rRNAs on different regions of mitotic chromosomes and did not observe obvious differences among chromosome arms, centromeres, and telomeres (Fig. 2c). This result indicates that the rRNAs coat the periphery of chromosomes relatively evenly.

To further examine the status of these RNA species, we used RNase A or RNase H to treat mitotic spreads. Interestingly, RNase A but not RNase H treatment removed chromosome-associated rRNA species (Fig. 2d, e and Supplementary Fig. S5b, c). RNase A prefers to digest single-stranded RNA, whereas RNase H cleaves RNA:DNA hybrid. These results suggest that these rRNA species do not form RNA:DNA hybrid on mitotic chromosome. We also performed scanning electron microscopy (SEM) to examine mitotic chromosomes at high resolution. RNase A treatment caused the loss of materials associated with mitotic chromosomes, resulting in a bony morphology (Fig. 2f). Collectively, these results demonstrate that RNA species are major outer layer components of mitotic chromosomes.

### rRNA dynamically relocates onto mitotic chromosomes

The pre-rRNA species mainly localize in the nucleolus during interphase. Along with nuclear envelope breakdown, the nucleolus is disassembled. We next examined if pre-rRNA associated with mitotic chromosomes in a dynamic process. Using mitotic spreads, we found that nucleoli were still buried in condensing chromosomes when the nuclear envelope started to breakdown. Along with chromosome condensation, nucleoli started to disassemble and pre-rRNAs gradually coated on mitotic chromosomes (Fig. 3a, b). Although mitotic spreads allow us to clearly observe the process of pre-rRNA coating onto mitotic chromosomes, we were unable to distinguish each mitotic phase with mitotic spreads. Thus, we performed RNA FISH on mitotic chromosomes for cells seeded on the coverslip. Interestingly, we found that rRNAs covered all mitotic chromosomes from prometaphase to anaphase (Fig. 3c, d). It is known that both nuclear envelope and nucleolus start to reassemble during cytokinesis^22,23^. Since mitotic chromosomes are decondensed during cytokinesis, it is difficult to clearly observe mitotic chromosomes at this stage.

**Fig. 3:**
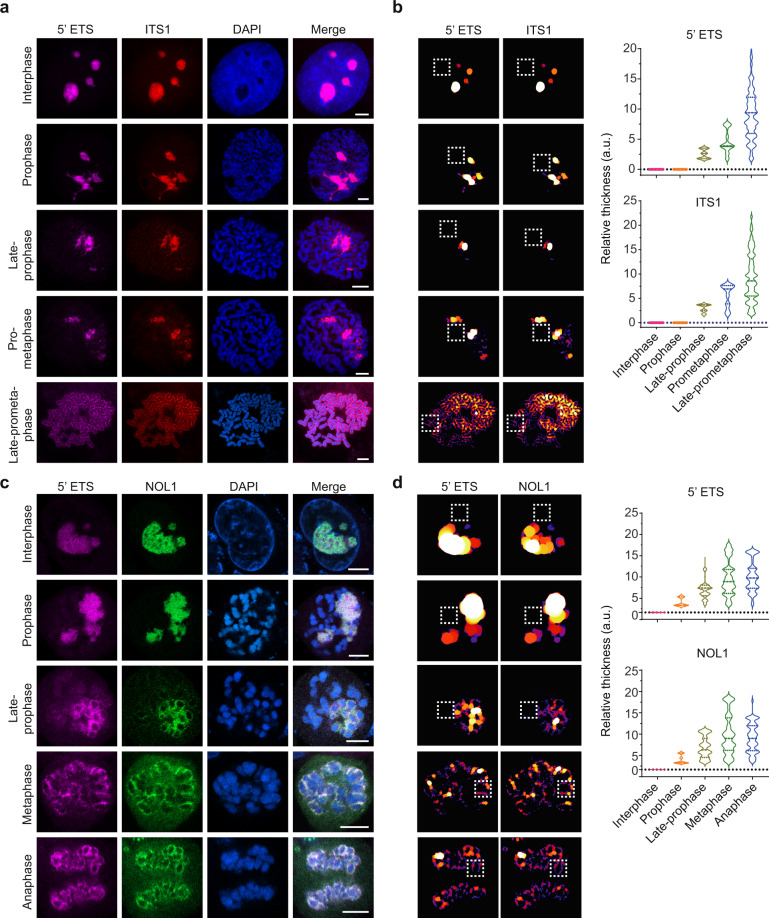
rRNA dynamically covers mitotic chromosomes. **a** The localization of pre-rRNAs from interphase to metaphase. pre-rRNAs were examined by RNA FISH in mitotic spreads. Scale bar, 5 μm. **b** The RNA FISH signals were analyzed by “Local Thickness” of Fiji. **c** The localization of pre-rRNAs and NOL1 from interphase to anaphase. 45S pre-rRNA was examined by RNA FISH, and NOL1 was detected by a fused EGFP tag. Scale bar, 5 μm. **d** The RNA FISH and EGFP signals were analyzed by “Local Thickness” of Fiji.

The periphery of mitotic chromosomes consists not only rRNAs, but also a large number of proteins, many of which were relocated from nucleoli^17,24^. The best-characterized peripheral proteins include nucleolin (NCL), fibrillarin (FBL), and nucleophosmin (B23)^6,17,22^. We confirmed the localization of NCL and FBL at the periphery of chromosomes (Supplementary Fig. S6a). Moreover, GFP-FBL was expressed in the cells, and it clearly localized at the periphery (Supplementary Fig. S6b). In addition, NOL1, an rRNA methyltransferase identified in the nucleolus^10^, also localizes at the periphery of mitotic chromosomes (Supplementary Fig. S6b). We further examined the dynamic relocation of NOL1 to the periphery of chromosomes during mitosis. Similar to pre-rRNAs, NOL1 gradually translocated to the periphery of chromosomes during prometaphase, and remained associated with condensed chromosomes till anaphase (Fig. 3c, d). In contrast, we found that mature ribosome protein subunits did not associate with chromosomes (Supplementary Figs. S7 and S8), indicating that it is not the mature ribosome that associates with mitotic chromosomes. In addition to protein partners, other RNA species, such as snoRNAs, also associate with pre-rRNAs^7,17,18^. Thus, we also examined snoRNAs and found that snoRNAs, such as U3, U8, and U17, localized at the periphery of mitotic chromosomes (Supplementary Fig. S9).

### Ki-67 mediates the association of pre-rRNAs with chromosomes

The fact that RNase H could not remove pre-rRNAs from condensed chromosomes indicates that RNA:DNA hybrids are not formed. It further suggests that DNA itself may not be sufficient to retain pre-rRNAs on chromosomes. We hypothesized that protein species may be required for the localization of pre-rRNAs. To identify the possible protein species, we examined protein components in the condensed chromosome fraction with mass spectrometry. Interestingly, the top candidate is Ki-67 (Fig. 4a and Supplementary Table S1), a nuclear protein known to associate with pre-rRNAs as well as localize at the periphery of mitotic chromosomes^8,13,16^.

**Fig. 4:**
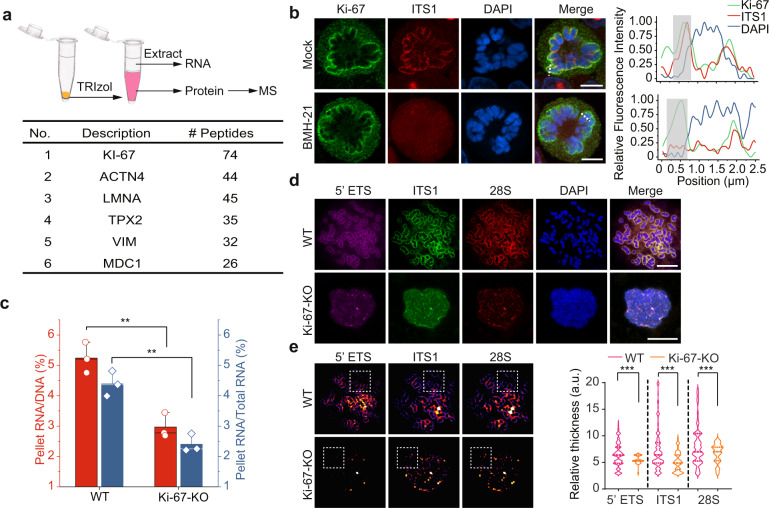
Ki-67 mediates pre-rRNA’s association with chromosomes. **a** The protein species in the pellet fraction. The protein species was isolated from TRIzol extraction and analyzed by mass spectrometry. The top six abundant proteins are shown. **b** The localization of Ki-67 and pre-rRNA at the periphery of chromosomes. Pre-rRNA was examined by RNA FISH with probes against the ITS1 region in mitotic cells treated with or without BMH-21. Ki-67 was examined with anti-Ki-67 antibody. Signal intensity of pre-rRNA, Ki-67, and DAPI at the indicated section was analyzed (right panel). Scale bar, 5 μm. **c** The ratio of RNA in the pellets to total DNA mass (left *y* axis) and the ratio of RNA in the pellets to total RNA (right *y* axis) in parental 293T and Ki-67 knockout cells. **P < 0.01. **d** Localization of pre-rRNAs detected by RNA FISH with Cy5-labeled probe against 5’ETS, FAM-labeled probes against ITS1 and Cy3-labeled probe against 28S region of pre-rRNAs at the perichromosomal layer in parental 293T and Ki-67-knockout cells. Scale bar, 10 μm. **e** The RNA FISH signals were analyzed by “Local Thickness” of Fiji, the dashed square shows the region of interest. ***P < 0.001.

We arrested 293T cells at G2/M phase with RO-3306, a CDK1 inhibitor for overnight (Supplementary Fig. S10), followed by the treatment with or without RNA polymerase I inhibitor BMH-21 for 4 h to abolish the transcription of pre-rRNAs. The cells were then released into mitosis and arrested at prometaphase in the presence of colcemid. Since the pre-rRNAs have been depleted by the treatment of BMH-21, we did not observe pre-rRNA species at the periphery of chromosomes (Fig. 4b). Along with the loss of pre-rRNAs, NOL1 was no longer covered on mitotic chromosomes (Supplementary Fig. S11), suggesting that NOL1 is tethered to chromosomes by pre-rRNAs. In sharp contrast to NOL1, Ki-67 still localized at the periphery of mitotic chromosomes (Fig. 4b), suggesting that the localization of Ki-67 at the peripheral layer is not dependent on pre-rRNAs.

Next, we generated Ki-67-deficient cells using CRISPR/cas9 system. The Ki-67-knockout cells were verified by genomic sequencing and western blotting (Supplementary Fig. S12a, b). The rRNA transcription and processing were not obviously altered in the Ki-67-deficient cells (Supplementary Fig. S12c), and the morphology of nucleoli in the interphase of Ki-67-deficient cells was unchanged (Supplementary Fig. S12d). Surprisingly, chromosome-associated RNAs were largely reduced in the Ki-67-deficient cells (Fig. 4c). Very small amounts of rRNA species, including 45S, 30S, and 28S rRNAs, attached onto the chromosomes (Fig. 4d, e and Supplementary Fig. S12d). In addition, the chromosomes at the metaphase of the Ki-67-deficient cells collapsed into a chromatin mass (Fig. 4d, e and Supplementary Fig. S12d), which is consistent with the previous studies^16^.

Ki-67 is a large polypeptide with 3256 residues, which contains four prominent regions, namely an N-terminal forkhead-asssociated (FHA) domain^25^, a protein phosphatase 1-binding domain (PP1-BD)^13^, a large disordered region with 16 tandem repeats^26^, and a C-terminal LR domain^27^ that recognizes genomic DNA^16^. We generated recombinant proteins containing each domain and examined the interactions between these domains and rRNAs (Fig. 5a). Interestingly, we found that the FHA domain, PP1-BD and the repeat region were associated with rRNAs (Fig. 5b). Because 16 tandem repeats of Ki-67 are too large and difficult to be expressed, we only generated a recombinant protein with three tandem repeats. Even this truncated repeat domain could efficiently enrich pre-rRNAs, as compared to the control (Fig. 5b). However, 18S, 5.8S, and 28S rRNAs were only modestly enriched (Supplementary Fig. S13).

**Fig. 5:**
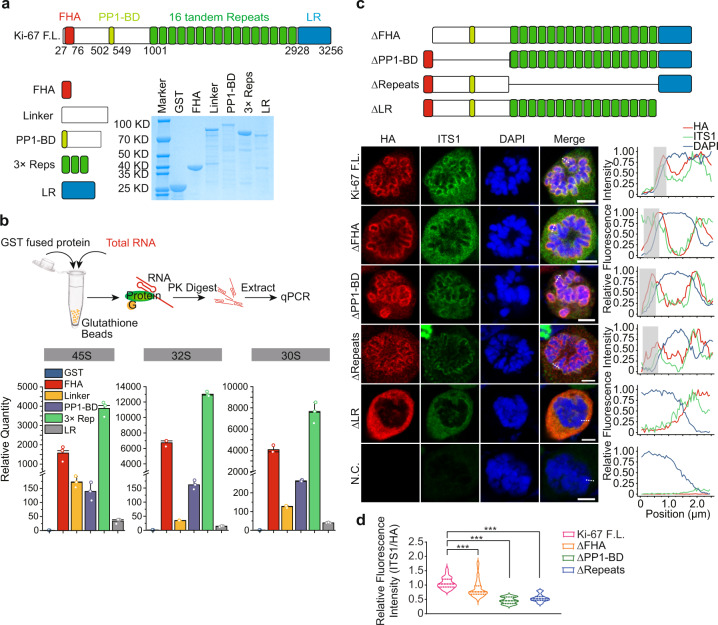
Mapping the domains of Ki-67 interacting with pre-rRNAs. **a** A schematic diagram of each domain of Ki-67. Recombinant proteins of each domain were examined by Coomassie brilliant blue (CBB). **b** Ki-67 associates with rRNA. Upper panel shows the workflow of protein pulling down assays. Recombinant proteins were incubated with total RNA. The RNA pull-down assays were performed followed by RT-qPCR analyses. The location of primers is shown in Supplementary Fig. S1e. **c** Ki-67 plays an important role in chromosome dispersion. Upper panel shows a schematic diagram of internal deletion mutants of Ki-67. Lower left panel shows the chromosome dispersion in the Ki-67-deficient cells reconstituted with full-length and mutant Ki-67. RNA FISH was detected by Cy3-labeled probe against ITS1 region, HA-tagged full-length, and truncations of Ki-67 were detected by anti-HA antibody. Lower right panel is the line analysis of the pre-rRNA, Ki-67, and DAPI signal intensity at the indicated section. Scale bar, 5 μm. **d** Statistic analysis of the relative fluorescence intensity of ITS1 probe along the chromosome. The results were normalized by Ki-67 expression (the signal intensity of HA tag). ***P < 0.001.

Of note, the FHA domain is known as a phospho-Thr-binding motif^25^. Although the putative phosphate-binding pocket has been mapped in Ki-67 FHA domain, protein binding partners have not been identified yet. We mutated the key residues (R31A and K45A) in the putative phosphate-binding pocket of the FHA domain and found these mutations abolished the interaction with rRNAs (Supplementary Fig. S14), suggesting that the FHA of Ki-67 is a bona fide nucleic acid-binding motif.

Next, we generated internal deletion mutations to abolish each prominent domain (Fig. 5c). We expressed full-length and mutants of Ki-67 in the Ki-67-deficient cells. The full-length of Ki-67 was able to completely restore pre-rRNAs at the periphery of chromosomes (Fig. 5c). Although the mutants without the FHA, PP1-BD or repeats domain could partially restore pre-rRNAs at the periphery of chromosomes, the signal intensity of pre-rRNAs on the chromosomes was clearly reduced (Fig. 5c, d). Moreover, the R31A or K45A mutants impaired the loading of rRNA at the periphery of mitotic chromosomes (Supplemental Fig. S15a, b). In addition, the LR domain deletion mutant cannot restore the single chromosome status probably due to its loss of DNA binding (Fig. 5c). Collectively, these results indicate that the FHA domain, PP1-BD, and the repeat region recognize pre-rRNAs, whereas the LR domain binds DNA and anchors Ki-67 onto mitotic chromosomes (Fig. 5c, d).

### Pre-rRNAs facilitate chromosome dispersion at prometaphase

Loss of Ki-67 impairs mitotic chromosome dispersion from late prometaphase to metaphase^16^. We also found that the chromosomes in Ki-67-deficient cells were indeed clustered together during metaphase (Fig. 4d). We measured the chromosome area^16^, and found that loss of Ki-67 reduced the overall chromosome area of metaphase cells, and this defect was rescued by the full-length Ki-67 (Fig. 6a). Consistently, reconstitution of the Ki-67-deficient cells with those internal deletion mutants, including ΔFHA, ΔPP1-BD, ΔRepeats and the R31A and K46A mutants only slightly increased the chromosome area (Fig. 6a and Supplementary Fig. S15). Since these domains mediate the interaction with rRNAs, these results suggest that rRNA binding may contribute to the dispersion of condensed chromosomes during metaphase.

**Fig. 6:**
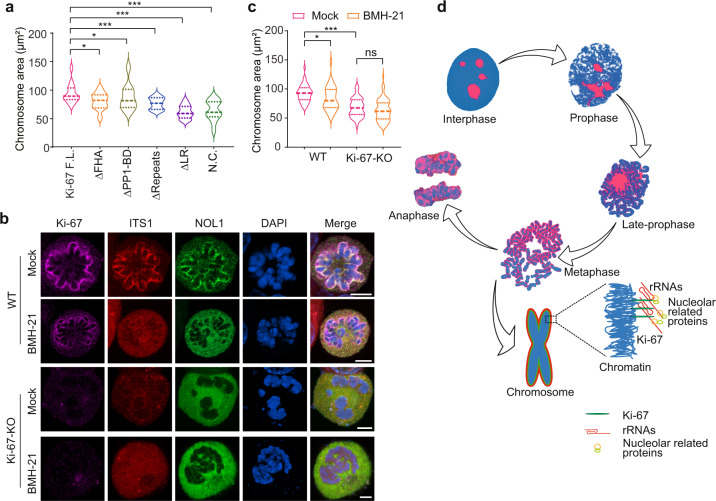
Pre-rRNA facilitates chromosome dispersion at prometaphase. **a** Ki-67 promotes chromosome dispersion. Chromosome areas at prometaphase were measured in the cells expressing full-length Ki-67 or indicated Ki-67 mutants. **b** RNA polymerase I inhibitor treatment suppresses chromosome dispersion. Parental 293T cells or Ki-67-deficient cells were treated with BMH-21. The localization of Ki-67, pre-rRNA, and NOL1 was examined. Scale bar, 5 μm. **c** Chromosome areas were analyzed by ImageJ. *P < 0.05; **P < 0.01; ***P < 0.001. **d** A schematic model shows that pre-rRNAs gradually translocated from nucleoli to the periphery of chromosomes during mitosis. Ki-67 anchors these rRNA species on the condensed chromosomes.

Next, we suppressed pre-rRNA transcription by transiently treating G2/M phase cells with the RNA polymerase I inhibitor. After releasing the cells from G2/M phase, we immediately added colcemid to arrest cells at prometaphase. As expected, rRNA species were not observed on mitotic chromosomes. And importantly, the loss of rRNAs reduced chromosome areas (Fig. 6b, c). Moreover, suppression of pre-rRNA biogenesis did not further reduce chromosome area in Ki-67-deficient cells (Fig. 6a, b). Thus, this epistasis effect indicates that Ki-67 and pre-rRNAs may act in the same pathway to disperse chromosomes in metaphase.

## Discussion

In this study, we have provided the first evidence that rRNAs are major chromosome-associated RNA species and cover whole chromosomes. We found that pre-rRNA was highly enriched at the periphery of mitotic chromosomes. 

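In the RNA-seq library of the pellet fraction, 977431 reads were counted in 18S, which is 27.4% of the rDNA reads (95% interval 27.4% to 27.5%), and 2368367 in 28S, which is 66.5% (66.4% to 66.5%). Together, 18S and 28S gave 15.4 reads per spacer read in the pellet fraction, and 449.5 in the soluble fraction. The number of 28S reads per 18S read was 2.42 in the pellet fraction and 1.58 in the soluble fraction. The reads do not separate mature rRNA from the same sequence within pre-rRNA.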

Meanwhile, we also detected 18S, 5.8S, and 28S rRNAs on the mitotic chromosomes. During pre-rRNA processing, 18S, 5.8S, and 28S rRNAs also exist in nucleoli. Thus, it is possible that these rRNA species on mitotic chromosomes are still from disassembled nucleoli. Of note, we did not observe 5.8S rRNA in the soluble fraction during RNA sequencing. It might be because 5.8S rRNA only has 156 nt, and is much smaller than 18S and 28S rRNAs. 

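In the soluble library, 51 of the 6140899 rDNA reads were counted in 5.8S, which is 8.30 CPM (95% Wilson interval 6.32 to 10.9). They lay in 5 of the 8 bins of 5.8S, which have a bin size of 20 bp. Per bp, 18S had 3903 times and 28S had 2296 times as many reads as 5.8S. The flanking spacers as a whole also exceeded it per bp, ITS1 by 6.17 times and ITS2 by 15.6 times. The ITS1 bin that adjoins 5.8S, from 6528 to 6622, did not, with 4.29 CPM per 100 bp against 5.29 in 5.8S. The adjoining ITS2 bin, from 6780 to 6879, had 267.7.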

During the RNA sequencing library preparation, 5.8S rRNA fragments were lost. Thus, we did not observe abundant 5.8S rRNA in RNA sequencing results in the soluble fraction. In contrast, in the pellets, we harvested a large amount of pre-rRNA that includes the sequence of 5.8S region. 

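In the pellet library, 984 reads were counted in 5.8S, which is 276.1 CPM (95% Wilson interval 259.4 to 293.9). The pellet to soluble ratio of 5.8S was 33.2 (95% interval 25.1 to 44.1), an interval that overlapped those of the 5'ETS and ITS1 and lay above that of ITS2. Without the first and the last bin of each region, the ratio of 5.8S was 48.3. In the pellet library, ITS1 had 5.39 times and ITS2 had 11.1 times as many reads per bp as 5.8S. The adjoining ITS1 bin, from 6528 to 6622, had 168 CPM per 100 bp, against 176 in 5.8S and 6115 in the adjoining ITS2 bin. These values per bp have the same limit from the small bins of 5.8S as those of the soluble library. The number of 5.8S reads per 100 reads of ITS1 and ITS2 was 0.840 in the pellet library and 0.634 in the soluble library. From the 5.8S sequence within pre-rRNA, the paper reasons that the 5.8S reads of the pellets came from pre-rRNA.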

Some of the sequencing reads of pre-rRNA were mapped at the 5.8S region, and were shown in Fig. 1c. Nevertheless, we clearly detected 5.8S rRNA in soluble fractions using northern blotting (Fig. 1d).

In addition to rRNAs, other rRNA-associated RNAs, such as snoRNAs, also bind to mitotic chromosomes. Via 5’-tag deep sequencing, earlier studies identified that numerous noncoding RNA species associate with chromosomes^28^. Interestingly, more than 50% of noncoding RNA reads were mapped on snoRNA clusters^28^. However, compared to the abundance of rRNAs, these RNA species are unlikely the major RNA species associated with mitotic chromosomes. Since snoRNA is associated with pre-rRNA for rRNA maturation, it is possible that these snoRNAs and a set of pre-rRNA-associated proteins, such as FBL, NCL, and NOL1, act as passengers to coat mitotic chromosomes. Moreover, we did not find mature ribosomes or mRNAs associating with mitotic chromosomes (Supplementary Figs. S4a and S7). Thus, we exclude the possibility that the role of rRNAs on mitotic chromosomes is for protein translation.

Previous studies have indicated that rRNAs may associate with condensed chromosomes during mitosis^29–31^. However, the localization of rRNAs on mitotic chromosome has not been systematically examined. In particular, the mechanism underlying the recruitment of rRNAs to the condensed chromosomes is unclear. Here, we show that Ki-67 plays a key role to mediate the relocation of pre-rRNAs to mitotic chromosomes. Similar to Ki-67, pre-rRNAs are evenly distributed to the chromosome periphery. Ki-67 interacts with pre-rRNAs via multivalent interactions involving the FHA domain, PP1-BD, and the Ki-67 repeats (Fig. 5b). The FHA domain is known to bind phospho-threonine^32^. However, the binding partner of Ki-67 FHA domain has not been identified until our study. It is likely that the FHA domain of Ki-67 recognizes the phosphate group in the rRNA backbone. The key residues (R31A and K45A) mutation in the phosphate-binding pocket of the FHA domain abolished the interaction with rRNA. This is also the first evidence to demonstrate that the FHA is a nucleic acid-binding motif. Additional structure analysis of the complex of Ki-67 and rRNAs is needed to further define this interaction in detail. Nevertheless, it is clear that Ki-67 anchors pre-rRNAs to mitotic chromosomes. The LR domain of Ki-67 recognizes the genomic DNA, whereas the FHA domain, PP1-BD, and the Ki-67 repeats bind RNA. Ki-67 acts as a bridge to connect pre-rRNAs to condensed chromosomes (Fig. 6d). However, the genetic ablation of Ki-67 cannot completely remove all chromosome-associated pre-rRNAs. It is possible that other protein partners may also mediate the interaction between rRNAs and mitotic chromosomes. In addition, ribosomes are still normal assembled in Ki-67-deficient cells, transcription and processing of pre-rRNA are not impaired in Ki-67-deficient cells^14^ (Supplementary Fig. S12c). Although Ki-67 localizes in nucleoli in the interphase, it is possible that other factors may play redundant roles for rRNA biogenesis in the absence of Ki-67.

It has been shown that Ki-67 mediates chromosome dispersion during late prometaphase to metaphase. The current paradigm posits that, as a highly charged polypeptide, Ki-67 mediates chromosome dispersion by acting as a surfactant and via charge repulsion. However, Ki-67 is a lysine- and arginine-rich polypeptide with an overall positive charge. Because DNA is negatively charged, Ki-67 is unlikely to induce chromosome dispersion via simple charge-charge repulsion. In this study, we found that rRNAs promoted chromosome dispersion as well. Since rRNAs are negatively charged, it is possible that Ki-67 brings rRNA species to chromosomes, which in turn induces chromosome dispersion. Our results support this hypothesis, as suppression of rRNA biogenesis impairs chromosome dispersion.

The rRNA coating on chromosomes may also have additional functions during mitosis as rRNAs localize at the chromosome periphery like finger gloves. It may protect the genomic DNA during mitosis so that they can endure drastic microenvironmental changes during mitosis. Future studies may reveal additional functions of pre-rRNAs on mitotic chromosomes during different mitotic stages. Regardless, our findings demonstrate that rRNAs are major chromosome-associated RNA species, which play an important role in chromosome dispersion.

## Materials and methods

### Plasmids

Human full-length Ki-67 was subcloned from IRESpuro2-Ki-67, a gift from Dr. Daniel W. Gerlich, into the SBP vector. The SBP tag was then replaced by an HA tag. Truncation mutants were generated by site-directed mutagenesis. For ΔFHA, amino acids 1–100 were deleted; for ΔPP1-BD, amino acids 101–990 were deleted; for ΔRepeats, amino acids 995–2945 were deleted; for ΔLR, amino acids 2931–3256 were deleted; FHA: amino acids 1–100; Linker: amino acids 101-512; PP1-BD, amino acids 512–987; 3× repeats: amino acids 988–1363; LR: amino acids 2931–3256. Human full-length NOL1 was cloned into the SBP vector and replaced the SBP tag with a GFP tag.

### Cell culture and transfection

293T and HCT116 cells were cultured in DMEM containing 10% fetal bovine serum and supplemented with 100 U/mL penicillin and 100 μg/mL streptomycin at 37 °C with 5% CO_2_ (v/v). Transfection was performed in 70%–80% confluent cells using Lipofectamine^®^ 2000 according to the manufacturer’s instructions. Ki-67 knockout cell lines were established by CRISPR/cas9 system. The annealed sgRNA oligos were cloned into pSpCas9(BB)-2A-Puro, and transfected in 293T cells to select stable cell lines by puromycin treatment.

### Extraction of Chromosome-associated RNAs

HCT116 cells were arrested by colcemid at metaphase, then collected and lysed by NETN100 buffer (0.5% NP-40, 50 mM Tris-HCl, pH 8.0, 2 mM EDTA, and 100 mM NaCl). After centrifugation, the pellet was washed at least three times with NETN100 buffer, finally RNA in the pellet was extracted by TRIzol reagent (Life Technologies) according to the manufacturer’s protocol and analyzed by northern blotting and/or qPCR, as described below.

### RNA electrophoresis

Before loading onto the agarose gel, the RNA was mixed with 18% formaldehyde in 1× MOPS buffer, denatured for 10 min at 65 °C. For analysis of the chromosome-associated rRNA species, 1 μg of total RNA was loaded onto the agarose denaturing gel (10% formaldehyde/1% agarose in MOPS buffer).

### RNA-seq library preparation and sequencing

Library preparation and sequencing were finished by BGI company (Shenzhen, China). The protocol is as follows: (1) RNA fragment: RNA molecules were fragmented into small pieces using fragmentation reagent; (2) cDNA synthesis: first-strand cDNA was generated using random hexamer-primed reverse transcription, followed by a second-strand cDNA synthesis; (3) End Repair and Adaptor Ligation: the synthesized cDNA was subjected to end-repair and then was 3’ adenylated. Adapters were ligated to the ends of these 3’ adenylated cDNA fragments; (4) PCR: this process was to amplify the cDNA fragments with adapters from the previous step. PCR products were purified with Ampure XP Beads (AGENCOURT), and dissolved in EB solution; (5) Library Quality Control: library was validated on the Agilent Technologies 2100 bioanalyzer; (6) Circularization: The double-stranded PCR products were heat-denatured and circularized by the splint oligo sequence. The single-strand circle DNA (ssCir DNA) was formatted as the final library; (7) Sequencing: the library was amplified with phi29 to make DNA nanoball (DNB) which had more than 300 copies of one molecular. The DNBs were loaded into the patterned nanoarray and single end 50 (pair-end 100/150) bases reads were generated in the way of combinatorial Probe-Anchor Synthesis (cPAS).

### Bulk RNA-Seq analysis

The human 45S rDNA locus reference sequences and gff annotation file (GFF3 format) were obtained from GenBank (Accession No. U13369.1). The human genome reference (GRCh38.p13) and annotation file were downloaded from GENCODE.

The raw fastq files were analyzed using FastQC (v0.11.9). Sequencing adaptors and low quality (base quality score < 20) reads were trimmed by trim galore (v0.6.6). Reads shorter than 20 nt were discarded. The trimmed reads were aligned to the 45S rDNA locus sequences by STAR (v2.7.8a). The 45S rDNA annotation file was transformed to GTF format using gffread (v0.12.1). The expression levels of 18S, 5.8S, 28S rRNA, ITS1, ITS2, 5’ETS, 3’ETS were quantified by FeatureCounts (v2.0.1). The normalized counts (counts per million, CPM) in 18S rRNA, 28S rRNA, ITS1, ITS2, 5’ETS, 3’ETS regions were quantified in each 100-bp bin, and the normalized counts in 5.8S rRNA region were quantified in each 10-bp bin (Fig. 1c). In addition, the reads that were not mapped to 45S rDNA were aligned to the human GRCh38 genome and quantified by FeatureCounts (v2.0.1). 

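In the deposited counts, each region was binned from its own first position. The 5'ETS (positions 1 to 3656) had 37 bins, 18S (3657 to 5527) had 19, ITS1 (5528 to 6622) had 11, ITS2 (6780 to 7934) had 12, 28S (7935 to 12969) had 51 and the 3'ETS (12970 to 13314) had 4. The 5.8S region (6623 to 6779) had 8 bins with a size of 20 bp, of which the last had 17 bp. The last bin of each other region was also shorter than the rest, and had 35 bp in 28S and 45 bp in the 3'ETS.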

The rRNA biotype fraction were calculated by the “biotype” annotation.

### Northern blot

Agarose gels were transferred by capillarity overnight in 20× saline sodium citrate (SSC). Membranes were pre-hybridized for 1 h at 42 °C in ULTRAhyb™ Ultrasensitive Hybridization Buffer (Invitrogen), the biotin-labeled probe was added and incubated for overnight at 42 °C. Sequences of the probes are described in Supplementary Table S2. After hybridization, membranes were washed three times with 0.2× SSC/0.1% SDS for 15 min at 42 °C. The biotin signal was finally detected by Chemiluminescent Nucleic Acid Detection Module Kit (Thermo Scientific) according to the manufacturer’s protocol.

### Quantitative real-time PCR

Total RNA was extracted with TRIzol Reagent (Invitrogen) according to the manufacturer’s protocol. cDNA was generated with Superscript III reverse transcriptase (Invitrogen). Quantitative PCR was performed with triplicate samplings of retrotranscribed cDNAs on a Bio-Rad Real-Time PCR System with SYBR Green PCR core reagents (Bio-Rad). Primers for qPCR reactions are summarized in Supplementary Table S2. The mean value was calculated by three independent experiments. Since pre-rRNAs also contain 18S, 5.8S, and 28S region. When calculating the enrichment of these mature rRNA species in the pull-down assays, we subtracted the pre-rRNA during the data analysis.

### Mitotic chromosome spreads

Cells were trypsinized and resuspended in 75 mM KCl for 10 min at 37 °C. Cells were then fixed by 3:1 ice-cold methanol:acetic acid for 15 min at room temperature. After two washes with 3:1 ice-cold methanol:acetic acid, cells were dropped on cleaned and pre-chilled glass slides from a height of 30 cm. Cells were dried on the slide and ready for following experiments. Line scan analyses of pre-rRNAs signal were done on chromosome spreads by ImageJ. The RNA extension signal was analyzed by Fiji-”Local Thickness”, which transforms fluorescence signals into the distance map that is shown in the violin plots.

### Scanning electron microscopy analysis

Scanning electron microscopy analysis of chromosome was performed according to the drop/cryo technique^33^. 293T cells were pretreated with colcemid for overnight to be arrested at metaphase, then cells were collected and treated with hypotonic buffer (75 mM KCl), subsequently fixed in 3:1 ethanol: acetic acid. One drop of chromosome suspension was placed on a glass slide and covered by a coverslip. Coverslips were removed after freezing on solid CO_2_. The slides were immediately immersed in 2.5% glutardialdehyde fixative buffer (50 mM cacodylate, 2 mM MgCl_2_, pH 7.2) and washed three times in buffer. The slides were then dehydrated through a graded ethanol series (20%–100%), air dried using hexamethyl disilylamine (HMDS), and sputtered with 3 nm of gold/palladium. Chromosomes were then viewed with Gemini SEM Crosssbeam 550.

### Inhibitors and stains

Colcemid (Roche) was used at a final concentration of 100 ng/mL for overnight to arrest cells at prometaphase. CDK1 inhibitor RO-3306 was used at a final concentration of 10 μM for overnight to arrest cells in G2/M phase. For analyzing the dynamic process of nucleolar changes, cells were treated with CDK1 inhibitor overnight, then wells were washed three times with 1 ml fresh medium to release cells into cell cycle. For RNA polymerase I inhibitor-treated samples, BMH-21 were added 4 h before RO-3306 washout. Following the treatment, cells were released into fresh media for 30 min and colcemid was added to arrest cells at prometaphase. Then cells were prepared for following RNA FISH or immunostaining. The mitotic chromosome areas were unbiasedly examined from 20 to 30 prometaphase cells that were randomly selected under the same stage of mitosis. The statistics were analyzed and shown in violin plot to reflect mean value and interquartile range.

### RNA FISH

The RNA FISH probes are summarized in Supplementary Table S3. The samples were hybridized with the different regions of 45S RNA FISH Probe set labeled with Cy3 or Cy5, following the manufacturer’s instructions available online at www.biosearchtech.com/stellarisprotocols. Briefly, adherent cells were fixed in 3% paraformaldehyde for 15 min at room temperature and then permeabilized with 1 mL of 70% (v/v) ethanol for at least 1 h at 2–8 °C. Mitotic spread chromosome samples were directly treated with 70% ethanol. Then aspirate the 70% ethanol off the coverglass with washer buffer A for 5 min at room temperature. Incubate the samples with 100 μL of the hybridization buffer containing probes in the dark at 37 °C for 4–16 h, followed by wash buffer A incubate at 37 °C for 30 min. Aspirate the wash buffer A, and then add DAPI nuclear stain to counterstain the nuclei followed by mounting with anti-fade solution.

### Antibodies

The following antibodies were purchased from respective companies: anti-Ki-67 (Thermo Fisher, MA5-14520), anti-RPL3 (Proteintech, 11005-1-AP), anti-GAPDH (CST, 5174), anti-H2B (CST, 12364), anti-H4 (CST, 13919), anti-FBL (CST, 2639S), anti-NCL (CST, 14574), anti-RPS3(ABclonal, A2533), anti-RPL6 (Proteintech, 15387-1-AP), anti-RPL7A (Abclonal, A13713), anti-RPL8 (Proteintech, 16981-1-AP), anti-RPL10 (Proteintech, 17013-1-AP), anti-RPL13 (Proteintech, 11271-1-AP), anti-RPL14 (Proteintech, 14991-1-AP), RPL39 (Proteintech, 14990-1-AP), anti-HA-tag (MBL, M180-3).

### Immunostaining

Cells were fixed in 3% paraformaldehyde for 15 min at room temperature, washed in PBS, and permeabilized with 0.5% Trixton X-100 in phosphate-buffered saline (PBS) for 10 min at room temperature. Samples were blocked with 5% BSA and then incubated with the primary antibody for 1 h. Samples were washed three times and incubated with the secondary antibody for 30 min. After PBS wash, the nuclei were stained by DAPI. The coverslips were mounted onto glass slides and visualized with Zeiss LSM 880 with Airyscan. All the images were acquired with Zen software under Zeiss LSM 880 with Airyscan equipped with an 63×/1.4 oil immersion objective at room temperature. Contrast and brightness settings were identically performed on all images in a given experiment.

### Western blot

Cells were lysed with NETN100 buffer (0.5% NP-40, 50 mM Tris-HCl, pH 8.0, 2 mM EDTA, and 100 mM NaCl). Extracted proteins were separated by SDS-PAGE and transferred to PVDF membranes. After being blocked with TBST buffer containing 5% nonfat milk for 1 h at room temperature, the membranes were incubated 1 h at 37 °C in the primary antibodies. After being washed with TBST buffer, membranes were then incubated with secondary antibodies for 1 h at room temperature. Signals were detected using ECL western blotting substrate (Thermo Fisher) according to the manufacturer’s instructions.

### Statistical analysis

All data with error bars are presented as means ± SD. The significance of differences between treatment and control mean values in all the experiments was determined by two-tailed Student’s *t* test. ns, non-significant; *P < 0.05; **P < 0.01; ***P < 0.001. All calculations except the violin plot were performed using OriginPro software, and violin plots were performed using GraphPad Prism software.

## Supplementary information

Supplementary information

Supplementary Table 1

## Data Availability

All datasets have been deposited in the GEO Datasets under the GEO accession number GSE182987.

# Supplementary material for: Ribosomal RNA regulates chromosome clustering during mitosis
**Source:** Cell Discov. 2022 May 31;8:51. doi: 10.1038/s41421-022-00400-7
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Figure

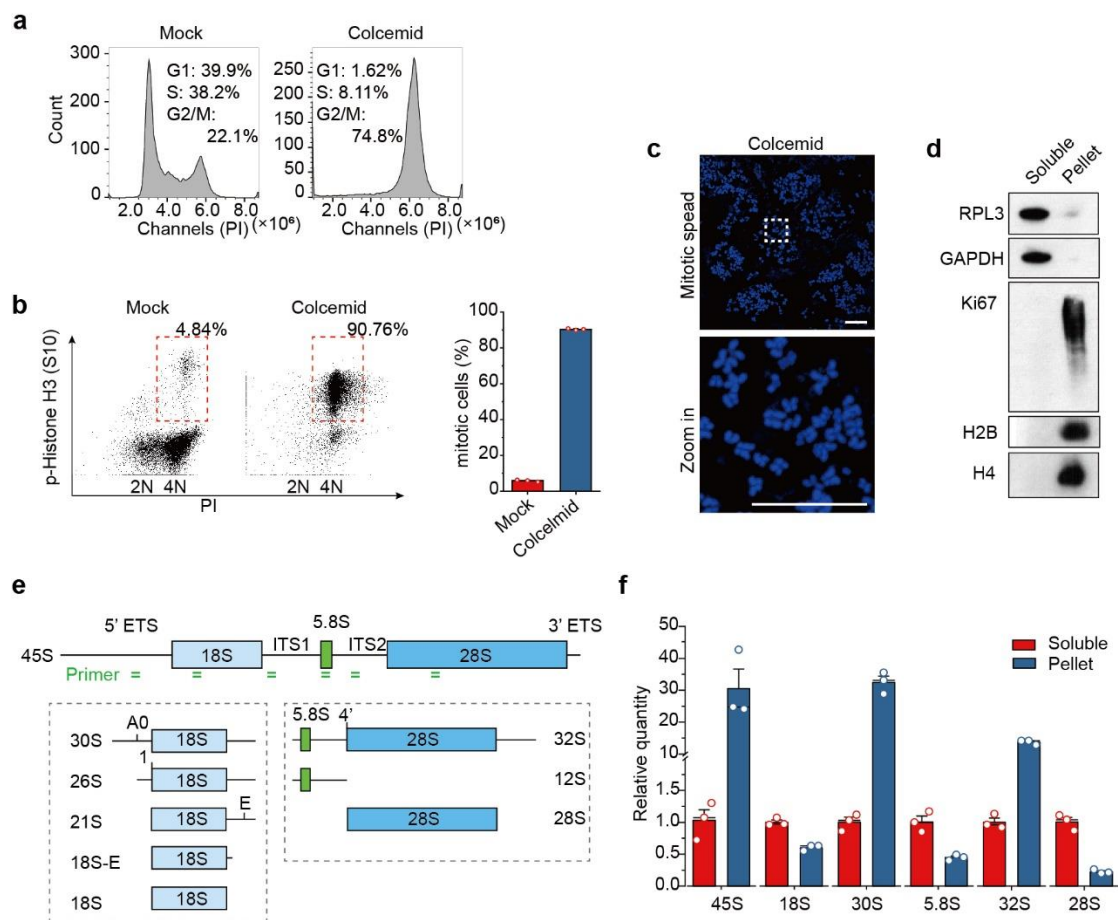

**Supplementary Figure S1. rRNA associates with chromosomes during mitosis. a,** The cell cycle of colcemid treated cells was examined by flow cytometry. **b,** The staining with propidium iodide (PI) and anti-histone H3pSer10 in mock and colcemid treated cells was analyzed by flow cytometry. The percentage of H3pSer10 cells from flow cytometry analysis is shown. **c,** Mitotic spreads show the separated condensed chromosomes. Interphase cells were not observed. Scale bar: 20  $\mu$ m. **d,** The soluble and pellet fractions isolated from colcemid treated cells was examined by western blotting with indicated antibodies. **e,** A schematic diagram shows the processing of pre-rRNAs. The position of probes for northern blot and primers for qPCR is shown. **f,** RNA species from soluble and pellet fraction were examined by qPCR.

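The qPCR primers and the northern blot probes were designed to target regions of the 45S pre-rRNA, whose genes lie in repeated clusters. The sequences were searched for exact matches in 3 annotated copies on chromosome 21 of GRCh38. In the copy RNA45SN1, from 8433222 to 8446572, the 45S primers span 8434619 to 8434766 in the 5'ETS, and the 18S primers span 8437663 to 8437828. The ITS1 primers span 8438903 to 8439053, and the reverse primer had an exact match in RNA45SN1 only. The 5.8S primers span 8439823 to 8439978, the ITS2 primers 8440138 to 8440304 and the 28S primers 8441488 to 8441672. The northern blot probe for 18S lies at 8437240 to 8437259, that for 5.8S at 8439847 to 8439866 and that for ITS2 at 8440021 to 8440045. The ITS1 probe lies at 8438737 to 8438764 across the end of 18S, with 8 nt in 18S and 20 nt in ITS1. The 28S northern blot probe had no exact match in the 3 copies. These coordinates are of GRCh38 and do not apply to the reference sequence on which the RNA-seq reads were counted.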

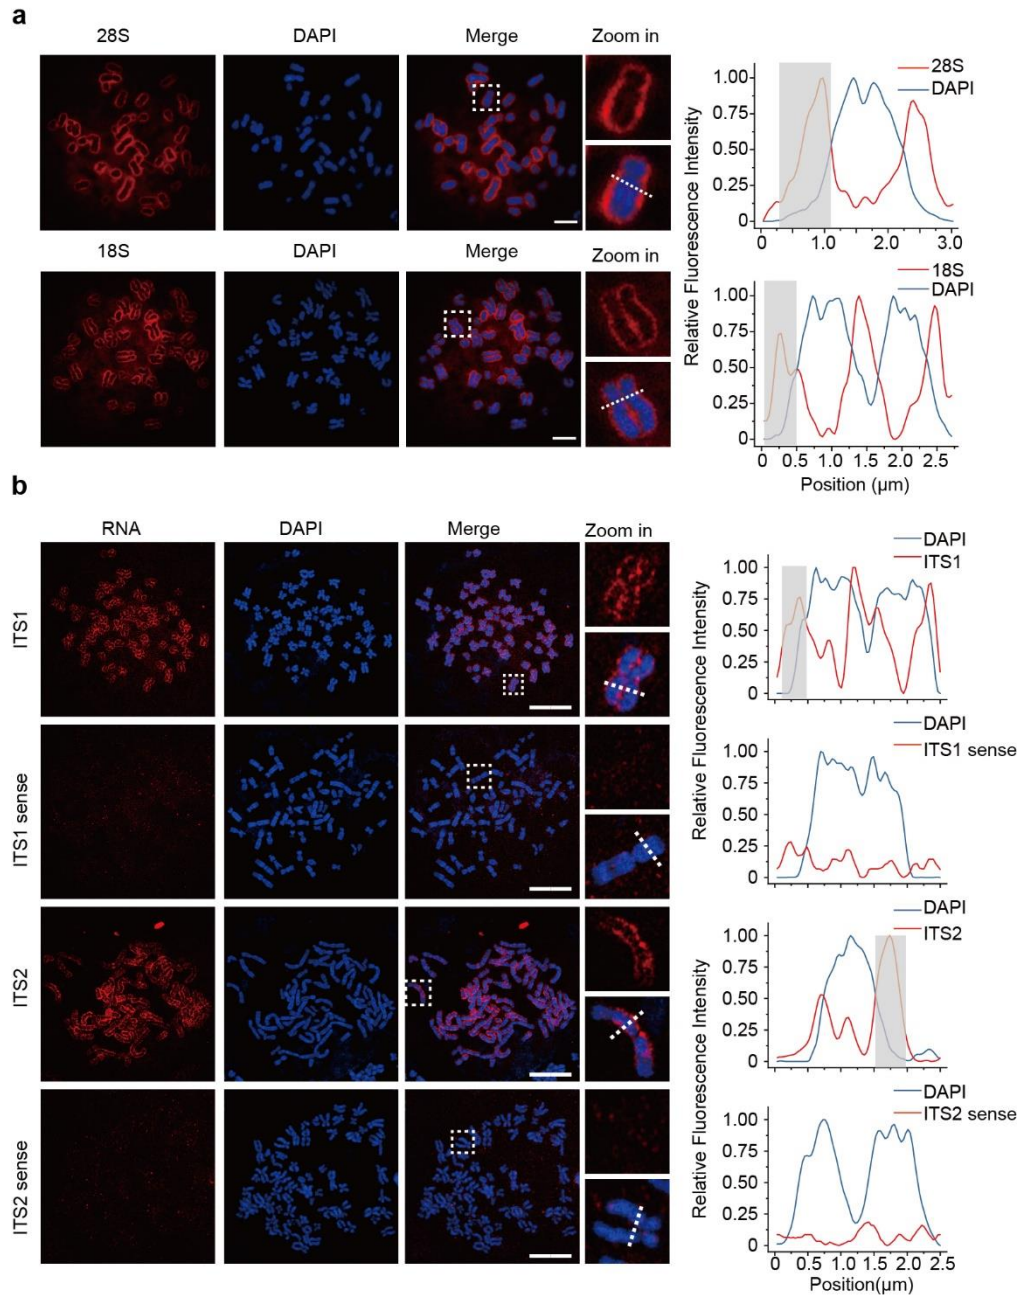

**Supplementary Figure S2. rRNA localizes at periphery of mitotic chromosomes. a,** RNA FISH was performed using Cy3-labeled probes against 28S or 18S region to examine rRNA on chromosomes. **b,** RNA FISH was performed using Cy3-labeled probes against ITS1 or ITS2 region. Sense ITS1 or ITS2 probes were used as negative control. Chromosomes were counter stained with DAPI. Representative images are shown in the left panel. The relative signal intensity of RNA and DAPI on the white

line of the indicated section was measured, grey shadow indicates the perichromosomal layer of pre-rRNAs, which is shown in the right panel. Scale bar: 5 $\mu$ m.

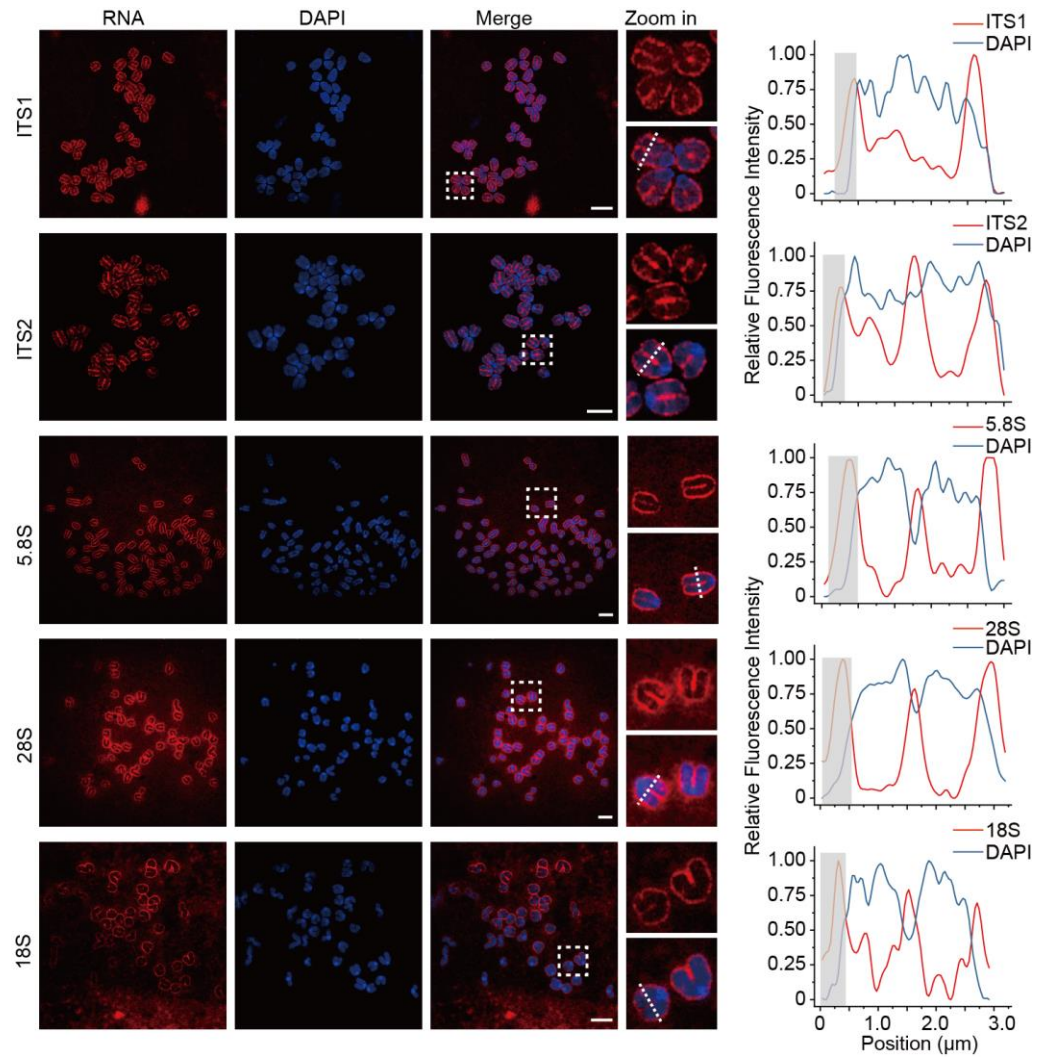

**Supplementary Figure S3. Pre-rRNA localizes at periphery of mitotic chromosomes in MEFs.** RNA FISH was performed using Cy3-labeled probes targeting ITS1, ITS2, 5.8S, 28S and 18S regions on mitotic spreads of MEFs. The relative signal intensity of RNA and DAPI on the white line of the indicated section was measured, grey shadow shows the perichromosomal layer of pre-rRNAs (right panel). Scale bar: 5μm.

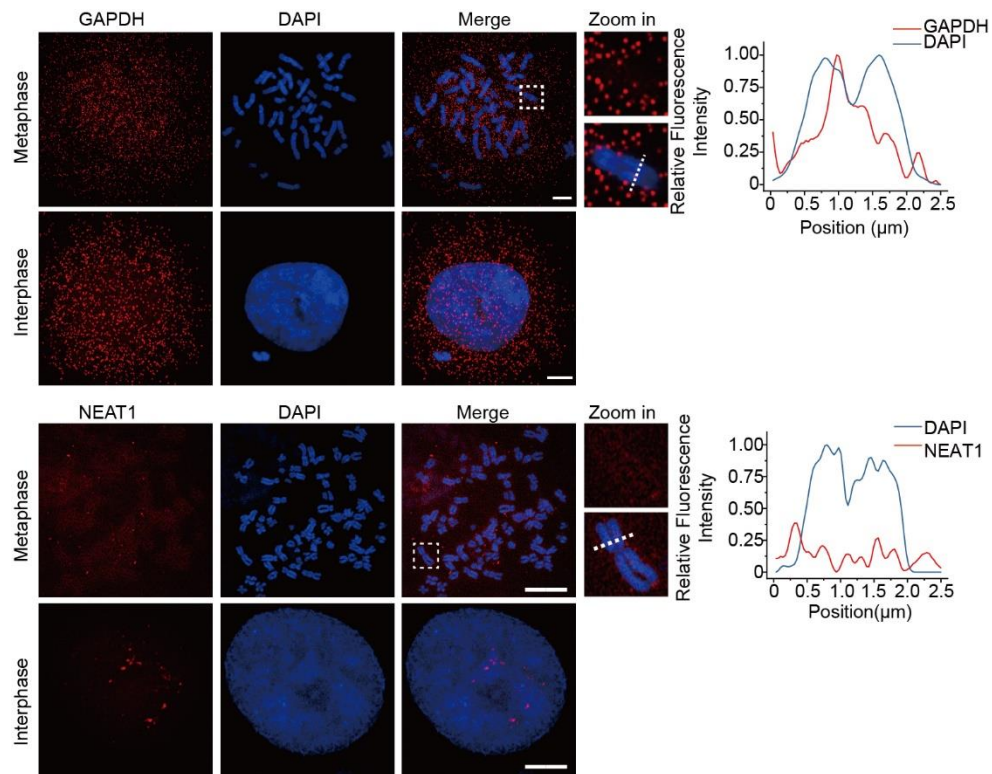

**Supplementary Figure S4. The localization of GAPDH and NEAT1 on chromosomes and interphase cells.** RNA FISH was performed using Cy3-labeled probes against GAPDH mRNA or NEAT1 noncoding RNA. The relative signal intensity of RNA and DAPI on the white line of the indicated section was measured, (right panel). Scale bar: 5μm.

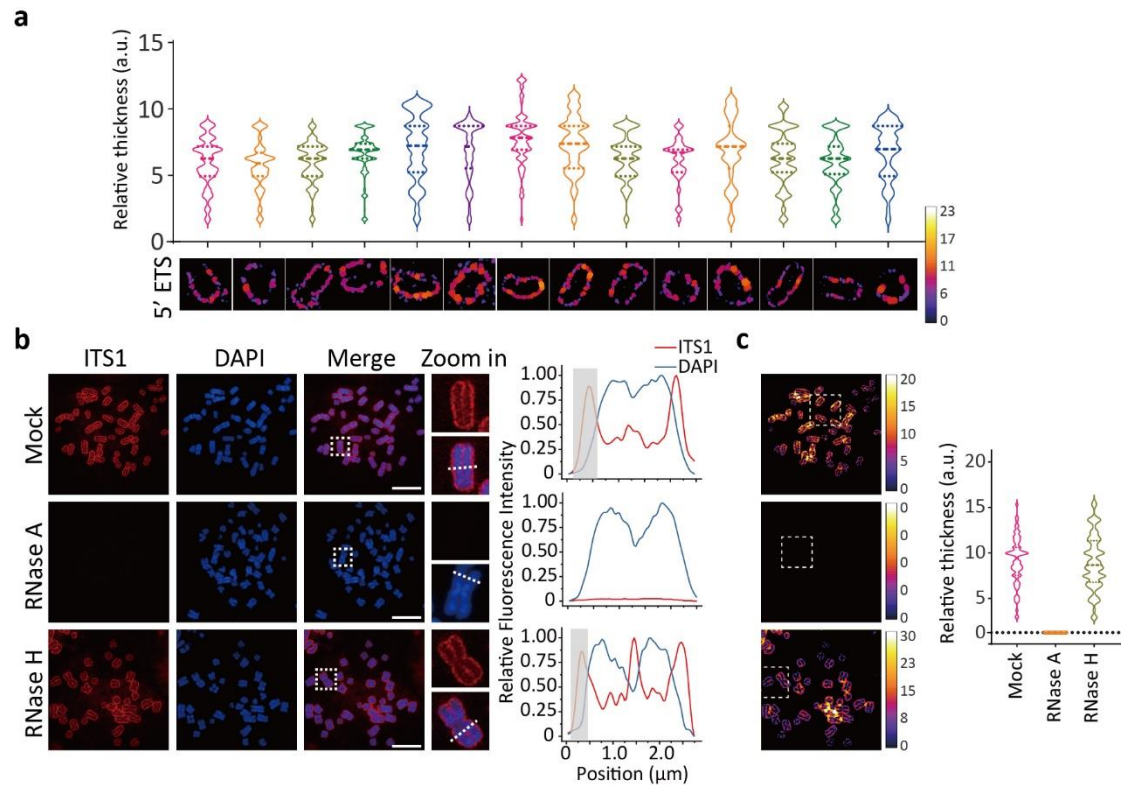

**Supplementary Figure S5. Pre-rRNA covers whole individual mitotic chromosomes.** **a**, Pre-rRNA covers individual chromosomes. The RNA signal was examined by RNA FISH using Cy5-labeled probe against 5'ETS region on mitotic spreads. The RNA FISH signal was analyzed by Local Thickness of Fiji to calculate the relative average extension distance of the 45S pre-rRNA. **b**, The mitotic spreads were treated with/without RNase A or RNase H. The fluorescence intensity of pre-rRNA and DAPI was measured at the indicated section with white lines, grey shadow shows the perichromosomal layer of pre-rRNAs (right panel). Scale bar: 5 $\mu\text{m}$ . **c**, The RNA FISH signal was analyzed by Local Thickness of Fiji, the dashed square shows the region of interest.

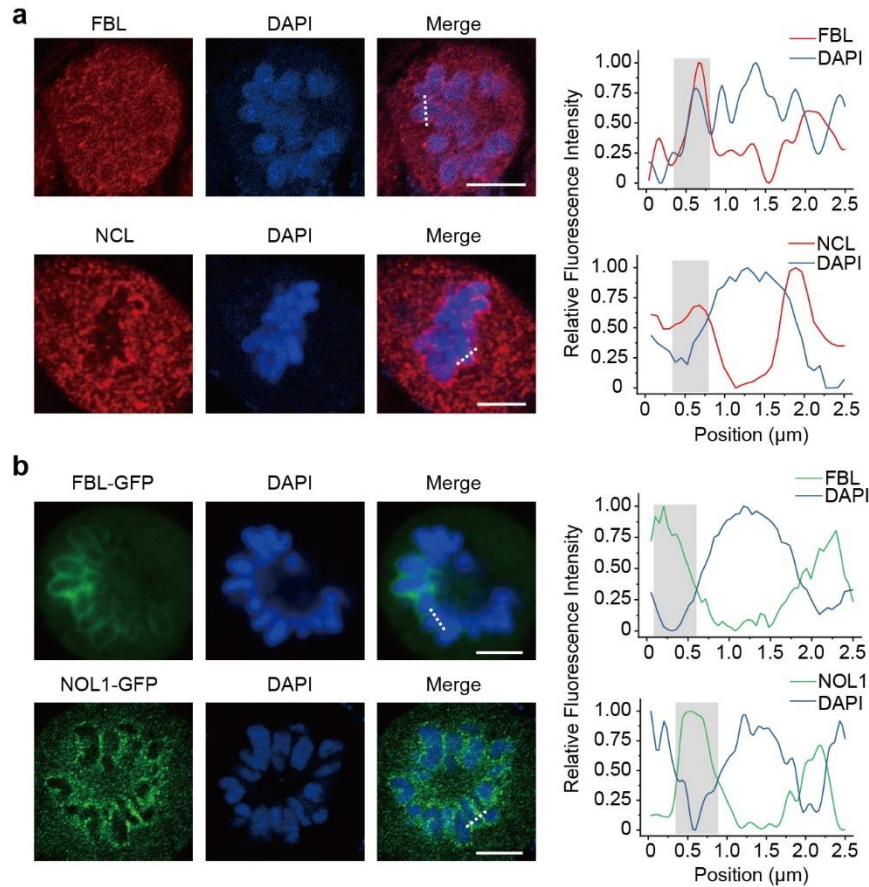

### Supplementary Figure S6. Nucleolar proteins localize at periphery of mitotic

**chromosomes. a**, The localization of FBL, NCL at the perichromosomal layer. FBL

and NCL were immunostained with corresponding antibodies respectively. **b**, The

localization of NOL1-GFP and FBL-GFP at the perichromosomal layer was detected.

The fluorescence intensity of protein and DAPI was measured at the indicated section

with white lines, grey shadow shows the perichromosomal layer of protein signal.

Scale bar: 5 $\mu\text{m}$ .

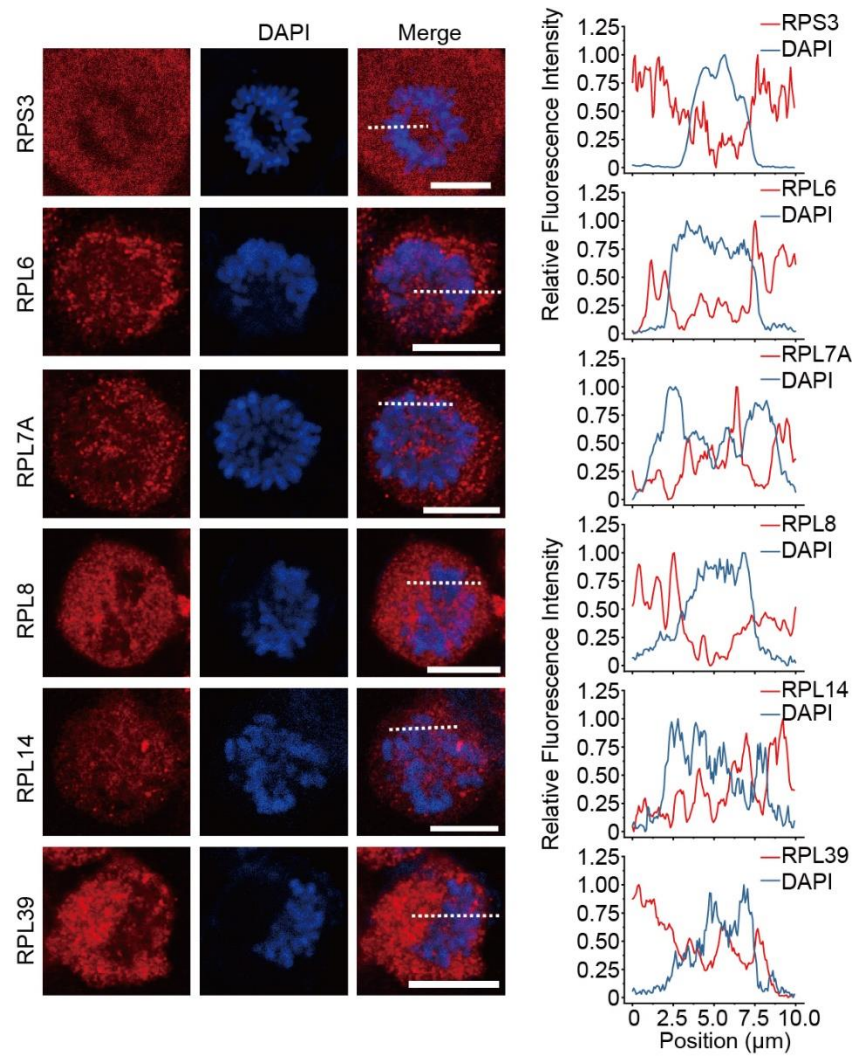

**Supplementary Figure S7. Ribosomal protein subunits do not localize at periphery of mitotic chromosomes.** The localization of RPS3, RPL6, RPL7A, RPL8, RPL14 and RPL39 were examined with corresponding antibodies. The fluorescence intensity of proteins and DAPI was measured at the indicated section with white lines. Scale bar: 10  $\mu\text{m}$ .

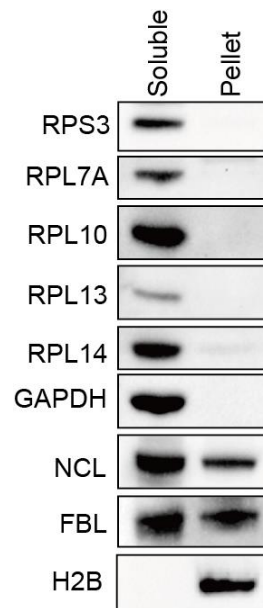

**Supplementary Figure S8. Ribosomal protein subunits do not exist in the pellets.**

The soluble and pellet fractions isolated from colcemid treated cells were examined by western blotting with indicated antibodies.

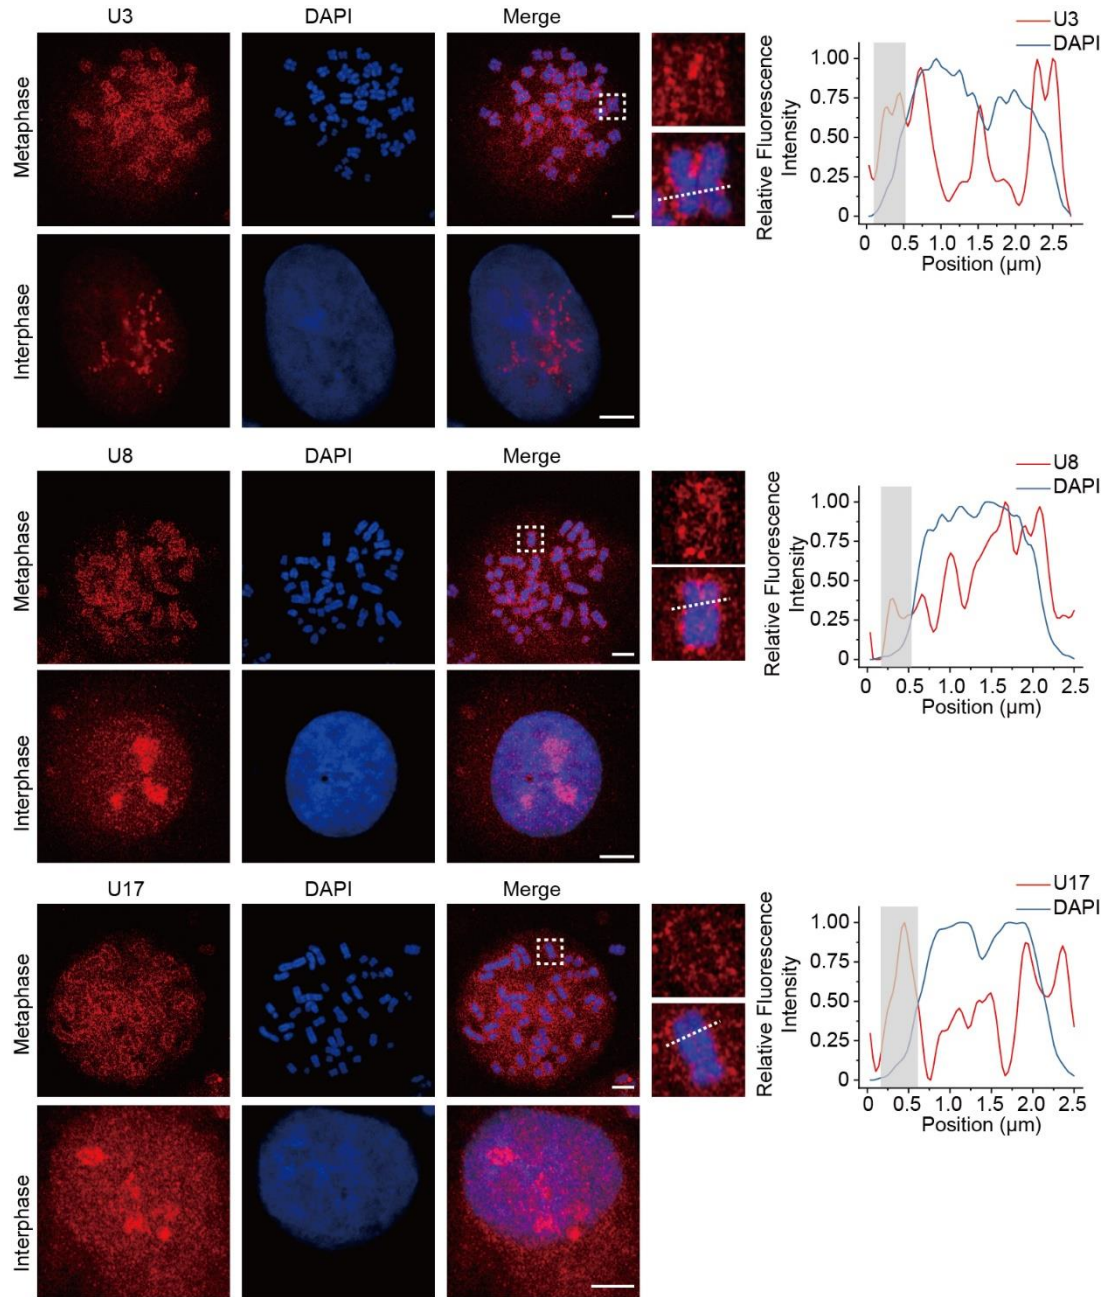

**Supplementary Figure S9. SnoRNAs localize at periphery of mitotic chromosomes.**

The localization of U3, U8 and U17 snoRNAs was detected by RNA FISH using Cy3-labeled probes against U3, U8 and U17 at the perichromosomal layer in mitotic spreads and nucleoli in interphase cells. The fluorescence intensity of RNA and DAPI was measured at the indicated section with white lines. Scale bar: 5μm.

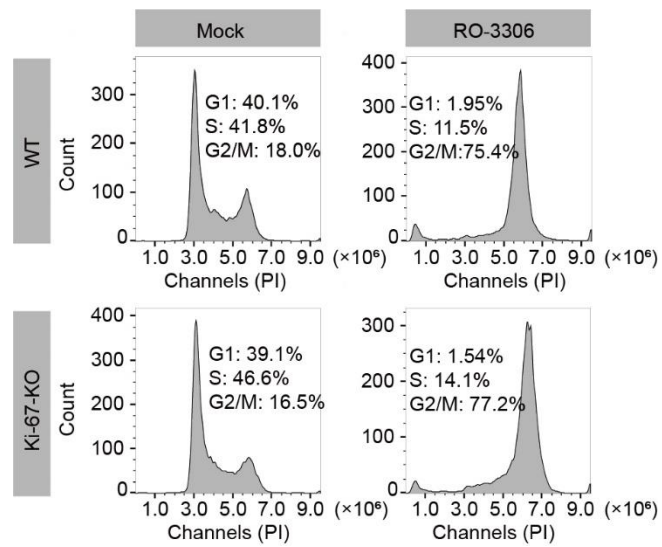

**Supplementary Figure S10. Cell cycle profiles following CDK1 inhibitor treatment.**

The cells were treated with the CDK1 inhibitor (RO-3306) for overnight.

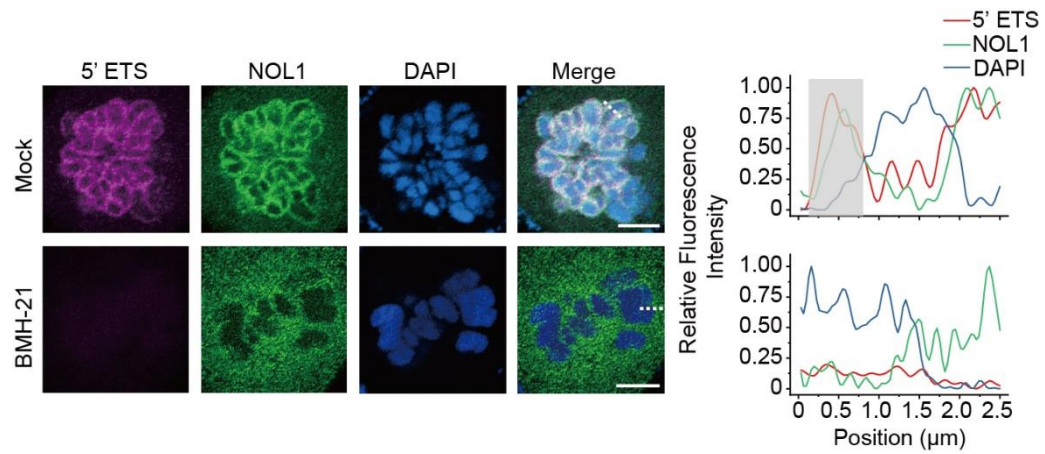

**Supplementary Figure S11. NOL1 localizes at periphery of mitotic chromosomes.**

The localization of NOL1 was examined in the cells treated with or without BMH-21.

The 45S pre-rRNA was examined by RNA FISH using Cy3-labeled probe against 5'ETS region of pre-rRNA, NOL1 was fused with an EGFP tag and detected. The fluorescence intensity of 45S pre-rRNA/NOL1 and DAPI was measured at the indicated

section with white lines. Scale bar: 5 μm.

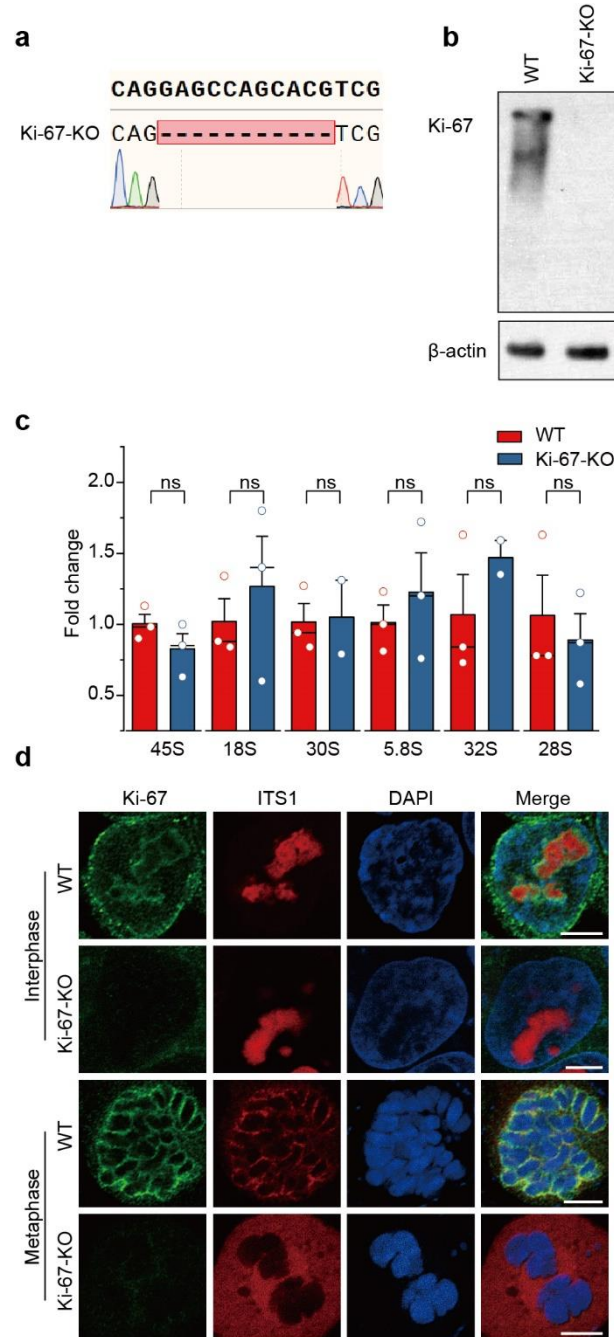

**Supplementary Figure S12. Loss of Ki-67 does not affect rRNA transcription.**

Sanger sequencing analysis (**a**) and western blot (**b**) to validate the knockout of Ki-67 in 293T cells. **c**, qPCR analysis of rRNAs in parental 293T and Ki-67 knockout cells. ns: no significance. **d**, Loss of Ki-67 impairs the localization of pre-rRNA at the periphery of chromosomes. Ki-67 was immunostained with anti-Ki-67 antibody. Scale bar: 5μm.

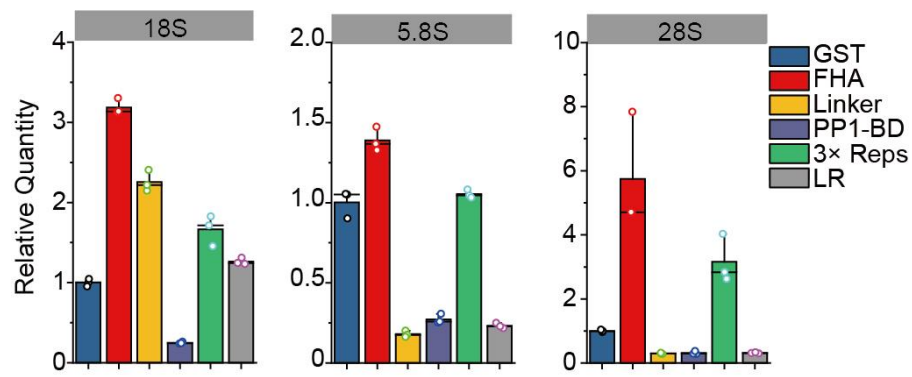

**Supplementary Figure S13. Mapping the domains of Ki-67 interacting with pre-rRNAs.** The analysis of qPCR with the primers for 18S, 5.8S and 28S rRNAs. The location of primers is shown in Supplementary Fig. S1e.

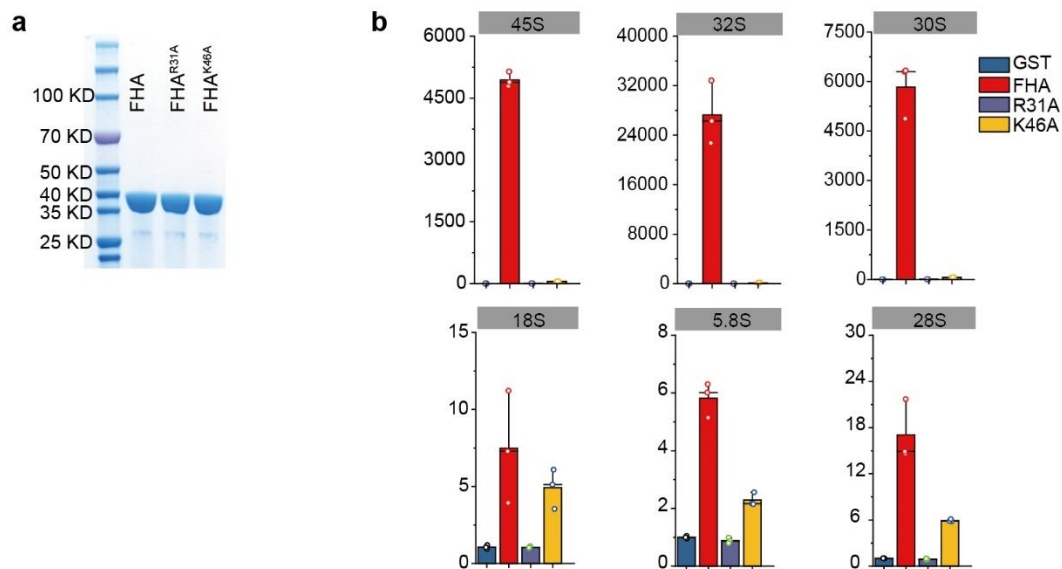

**Supplementary Figure S14. The FHA mutations of Ki-67 abolish the interaction with pre-rRNA.** **a**, Recombinant FHA, the R31A, K46A mutants were examined by Coomassie brilliant blue (CBB). **b**, Recombinant proteins were incubated with total RNA, then the RNAs pull-down by the proteins were extracted, followed by the analysis of RT-qPCR. The localization of primers is shown in Supplementary Fig. S1e.

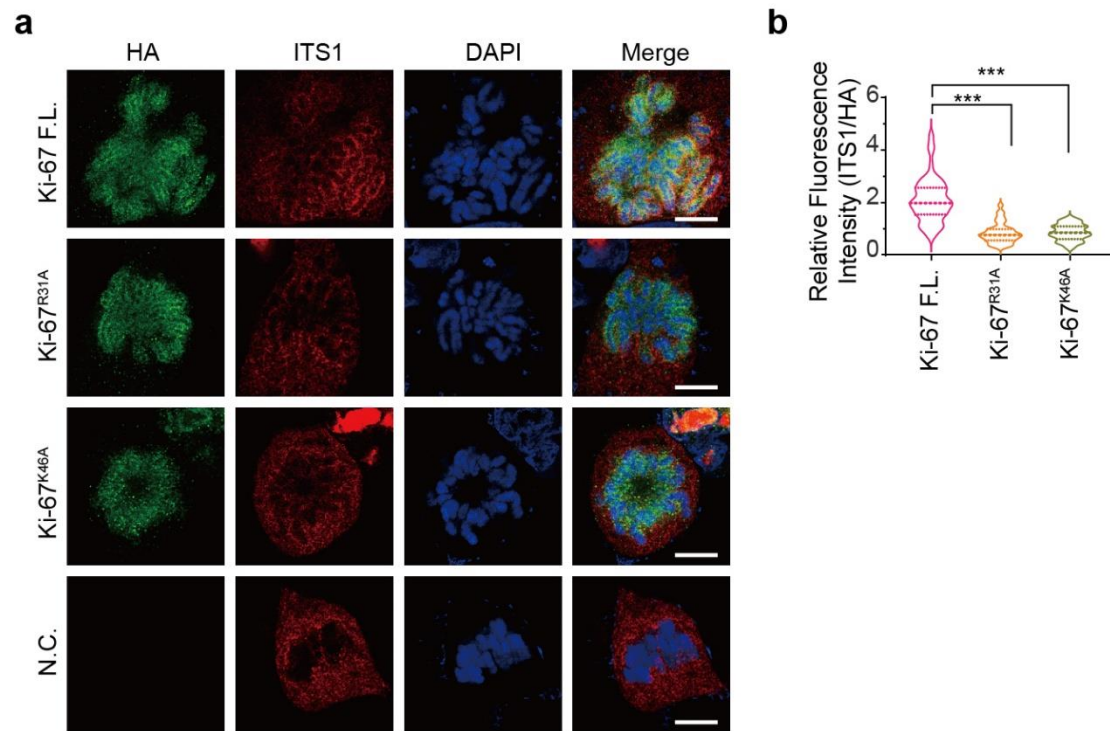

**Supplementary Figure S15. The FHA mutations of Ki-67 impairs loading of pre-rRNAs onto mitotic chromosomes. a,** The Ki-67-deficient cells were reconstituted with full-length or its mutants. RNA FISH was performed with Cy3-labeled probe against ITS1 region, HA tagged full-length and mutant Ki-67 was examined by anti-HA antibody. Scale bar: 5 $\mu$ m. **b,** Statistical analysis of the relative fluorescence intensity of ITS1 probe along the chromosomes is shown. The results were normalized by Ki-67 expression (the signal intensity of HA tag). \*\*\* $P < 0.001$ .

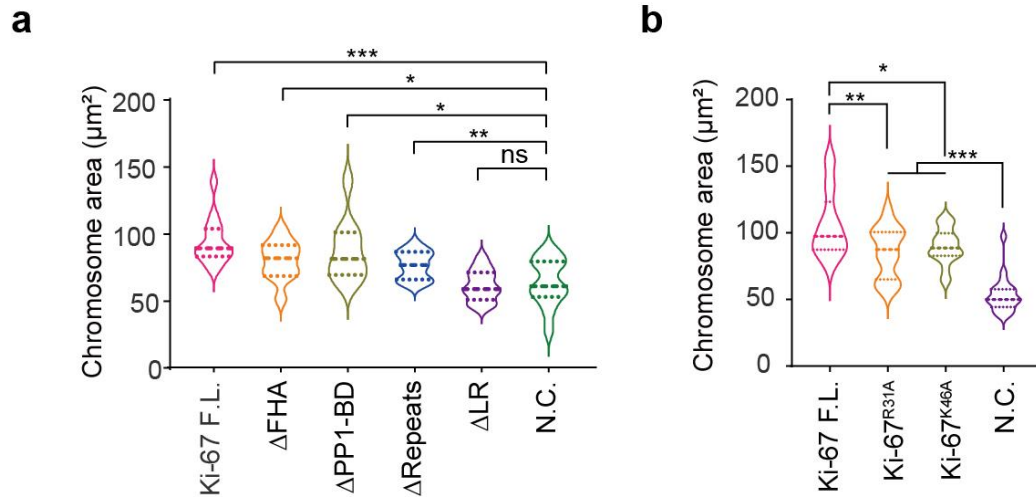

**Supplementary Figure S16. Pre-rRNA facilitates chromosome dispersion at prometaphase. a, b, Ki-67 promotes chromosome dispersion.** Chromosome areas at prometaphase were measured in the cells expressing full-length Ki-67 or truncation mutants (**a**) or point mutants (**b**). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

**Supplementary Table 2. Sequences of oligonucleotides used as primers in RT-qPCR and probes in northern blot assays**

| <b>Oligo probe name</b> | <b>RT-qPCR primers</b>       |
|-------------------------|------------------------------|
| 45S-qPCR-F              | CCCACCCTCGGTGAGAAAAG         |
| 45S-qPCR-R              | GGAAGCGGAGGAGGGTCCTC         |
| 18S-qPCR-F              | GGCCCGAAGCGTTTACTTTG         |
| 18S-qPCR-R              | GCGGCGCAATACGAATGCC          |
| ITS1-qPCR-F             | CGAGAGCCGGAGAACTCGG          |
| ITS1-qPCR-R             | GCCGACACCCACGTCGTC           |
| ITS2-qPCR-F             | CGGGCCCTGCGTGGTCAC           |
| ITS2-qPCR-R             | GGAGGAACCCGGACCGCAG          |
| 28S-qPCR-F              | CACGAGACCGATAGTCAACAAG       |
| 28S-qPCR-R              | AACGGGGGGCGGGAAAGATC         |
| 5.8S-qPCR-F             | GACTCTTAGCGGTGGATCAC         |
| 5.8S-qPCR-R             | AAGCGACGCTCAGACAGGC          |
| <b>Oligo probe name</b> | <b>Northern blot probes</b>  |
| 28S-Biotin              | AACGATCAGAGTAGTGGTATTTCCACC  |
| 18S-Biotin              | ACGGCGACTACCATCGAAAG         |
| 5.8S-Biotin             | GTTCTTCATCGACGCACGAG         |
| ITS1-Biotin             | CCTCGCCCTCCGGGCTCCGTTAATGATC |
| ITS2-Biotin             | CTGCGAGGGAACCCCCAGCCGCGCA    |

**Supplementary Table 3. Sequences of oligonucleotides used as probes in RNA FISH assays**

| <b>Custom Stellaris RNA FISH probes (FAM linked)</b> |                           |
|------------------------------------------------------|---------------------------|
| <b>No.</b>                                           | <b>ITS1 probe (human)</b> |
| 1                                                    | TCGCCCTCCGGGCTCCGT        |
| 2                                                    | TGGGTGTGCGGAGGGAAG        |
| 3                                                    | CGAACGAACGGGCACGCG        |
| 4                                                    | GGGCGGCGAACGAACGAG        |
| 5                                                    | CGAGTTCTCCGGCTCTCG        |
| 6                                                    | TCTCTCTCTCTCTCTCTC        |
| 7                                                    | GACACGCCCTTCTTTCTC        |
| 8                                                    | ACGACACGCGCACACCAA        |
| 9                                                    | GGAGGAGGGCACCGAGAC        |
| 10                                                   | GCGGAGGCGACGGGAATC        |
| 11                                                   | AGACGCCCTAGCGGGAAG        |
| 12                                                   | GACGAGGAGGCGGGGGAG        |
| 13                                                   | GAACGCGCTAGGTACCTG        |
| 14                                                   | CCCCAAGGGGTCTTTAAA        |
| 15                                                   | TTTCACACCACGGGGAGG        |
| 16                                                   | CCGGAGAGGGGTCGGAAG        |
| 17                                                   | GAGACAGCGAACGGGACC        |
| 18                                                   | CCAAGAGGAGAGGGGGTT        |
| 19                                                   | ACGACGCACCGGGAGGAG        |
| 20                                                   | GAGGTCGATTTGGCGAGG        |
| 21                                                   | ACAGGCGCCCGGGGGTTC        |
| 22                                                   | CACGCGCCGCGTCGCGGT        |
| 23                                                   | GCCGACACCCACGTCGTC        |
| 24                                                   | CGCGACGCCGCCGAGAAC        |
| 25                                                   | GAAGACGGGGAGCCGGCG        |
| 26                                                   | AGAGCGAGCGGGGCCGTG        |
| 27                                                   | CCCGACCCACGGGCGGAC        |
| 28                                                   | CCCTCCCGACGGGACTCC        |
| 29                                                   | AGTCCGCGGTGGAGGCGC        |
| 30                                                   | GGGTAAAGCCCCACCCGAC       |
| 31                                                   | CACGCCACACGCGCGGCA        |
| 32                                                   | GGGGGCGAGCGCGGACAC        |
| 33                                                   | CTTCCTGGCGCGGCACGT        |

| <b>Other RNA FISH probes</b> |                                                |
|------------------------------|------------------------------------------------|
| <b>Name</b>                  | <b>RNA FISH probes (human)</b>                 |
| 45S-Cy5                      | ACGACGTCACCACATCGATCACGAAGAG                   |
| ITS1-Cy3                     | CCTCGCCCTCCGGGCTCCGTTAATGATC                   |
| ITS2-Cy3                     | CTGCGAGGGAACCCCCAGCCGCGCA                      |
| 28S-Cy3                      | CCTTGTGTCGAGGGCTGACTTTCAATAG                   |
| 18S-Cy3                      | TTTACTTCCTCTAGATAGTCAAGTTCGACC                 |
| U3-Cy3                       | GCTTCACGCTCAGGAGAAAACGCTACCTC                  |
| U17-Cy3                      | GGCTGTTTCCTGCATGGTTTGTCTCCCCAG                 |
| U85-Cy3                      | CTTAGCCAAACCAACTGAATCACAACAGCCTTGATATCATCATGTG |
| NEAT1-<br>Cy3                | CTGCTGGCATGGACAAGTTGAAGATTAG                   |
| ITS1-<br>sense-Cy3           | GATCATTAACGGAGCCCCGGAGGGCGAGG                  |
| ITS2-<br>sense-Cy3           | TGCGCGGCTGGGGGTTCCTTCGCAG                      |
| <b>Name</b>                  | <b>RNA FISH probes (mouse)</b>                 |
| 18S-Cy3                      | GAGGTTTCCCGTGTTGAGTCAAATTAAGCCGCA              |
| 28S-Cy3                      | ACGGGCTGGGCCTCGATCAGAAGGACTTGG                 |
| 5.8S-Cy3                     | CATCGACGCACGAGCCGAGTGATCCAC                    |
| ITS1-Cy3                     | ACGGGTCAAAAACCCGTAACGACGTA                     |
| ITS2-Cy3                     | ACCGCCACACGTCTGAACTTCGGGAGAC                   |

GAPDH **SMF-2026-1** Stellaris® FISH Probes, Human GAPDH with Quasar® 570 Dye

How the deposited data were processed for this re-analysis (not part of the article)

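Total RNA of the NETN100 soluble fraction and of the pellets of colcemid-arrested HCT116 cells was sequenced, with 1 library for each fraction. The authors checked the reads with FastQC (0.11.9), trimmed adaptors and bases with a quality under 20 with trim galore (0.6.6), discarded reads shorter than 20 nt, aligned the rest with STAR (2.7.8a) to the GenBank human 45S rDNA reference sequence, transformed its annotation with gffread (0.12.1), and counted reads per bin with FeatureCounts (2.0.1). The deposited values are raw counts of reads in 142 bins, not normalized. The paper's text does not name how reads that overlap more than 1 bin, reads with several alignments or the strand were treated in counting. Reads aligned to the rest of the genome were not analysed here.

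The soluble library had 6140899 counted reads and the pellet library had 3564013, a ratio of 1.72. At these depths, a count of 0 allows up to 3 counts, which is 0.489 CPM in the soluble library and 0.842 CPM in the pellet library. Counts were divided by the library total over all bins to give CPM, and summed over the 7 regions, namely the 5'ETS, 18S, ITS1, 5.8S, ITS2, 28S and 3'ETS. The pellet to soluble ratio of a region is the ratio of the summed CPM. Shares have Wilson 95% intervals, and ratios have 95% intervals from counting error on the log scale. The log2 ratio of a bin was computed with a pseudocount of 1 CPM. With 1 library per fraction, no test between the fractions was made, and bins are not replicates. The share of spacer signal in the pellet was computed from the paper's RNA amounts, with an interval from 10000 random draws of the counts.

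The regions and bins that are named were set before the data were examined, as were the alternatives. The rule names all 7 regions and, in each region, the bin with the highest CPM in each library and the bins with the highest and the lowest pellet to soluble ratio. The alternatives were CPM relative to the 18S plus 28S signal, scaling by the median ratio of the 18S and 28S bins, leaving out the bin with the highest signal of each region, leaving out the first and the last bin of each region, the median of the bins in place of the sum, the 5'ETS, ITS1 and ITS2 without the 3'ETS, pseudocounts of 0.1 and 10 CPM, a minimum of 10 CPM in at least 1 library, and pellet RNA of 4% or 5% of total RNA in place of 4.5%.

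The intervals were tested on simulated counts with known ratios, with 40 of the 142 bins changed by 8-fold in each draw. Of 1749 simulated ratios, 95.1% lay inside the interval, and of 2000 shares, 94.2% did. The simulated reads were independent, as the intervals assume. This checks the computation only, and not whether the intervals hold for PCR reads. Ratios were tested only where both simulated libraries had more than 3 reads, so the intervals against 3 counts were not tested. GC content was taken from the copy RNA45SN1 on chromosome 21 of GRCh38, because the sequence on which the reads were counted was not used here. Windows of 18S and 28S were placed by distance from both ends of the region, so their GC content is approximate. Values were computed with Python (3.11.15), NumPy (2.4.6) and SciPy (1.17.1), and drawn with matplotlib (3.10.9).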

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

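The comparisons of the ends of 18S and 28S with the adjoining spacers and the test of genomic DNA were chosen after these values were seen.

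Of the bins of 18S and 28S, which are outside the regions that the paper describes as enriched, 9 had a pellet CPM more than 2 times the soluble CPM, with Wilson intervals that did not overlap. In 18S, the ratio was 28.0 from position 3657 to 3756, 2.74 from 4757 to 4856, 26.1 from 5357 to 5456 and 41.5 from 5457 to 5527. In 28S, it was 23.0 from 7935 to 8034, 2.21 from 10135 to 10234, 2.27 from 11335 to 11434, 2.04 from 12735 to 12834 and 8.33 from 12835 to 12934. The bin from 11335 to 11434 held 22 soluble and 29 pellet reads. The bins at the 5' end and the 3' end of 18S and at the 5' end of 28S thus had ratios near those of the spacers. Reads of precursors, with the ends of mature rRNA poorly recovered in both libraries, are a candidate explanation. The reads in these end bins per read of the adjoining spacer were 1.04 times as many in the soluble library as in the pellet library, but this follows from the ratios themselves and does not test the explanation, which cannot be told apart from a difference between the fractions in the ends of the mature rRNA.

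For the 3' end of 28S, the same explanation with the 3'ETS as the adjoining spacer is argued against. If end reads per 3'ETS read were alike in both libraries, 21.3 soluble 3'ETS reads would have been counted, and 1 was. The ratio of 8.33 (95% interval 7.02 to 9.89) also lay below the interval of the 3'ETS. Precursors without the 3'ETS were not tested. The 4 bins of 18S and 28S with ratios between 2.04 and 2.74 were not tested further.

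The 3'ETS, which the paper does not discuss, had 103 reads in the pellet library against 1 in the soluble library. Against 3 counts, the ratio was 59.2, and by the lower end of its 95% interval the CPM was at least 18.8-fold higher in the pellet library. The ratio rests in part on 1 bin, since it was 24.5 without the bin with the highest signal and 22.8 without the first and the last bin. Its density in the pellet library was 0.812% of that of the 5'ETS, ITS1 and ITS2 together. If genomic DNA in the pellet RNA covered all spacers about alike, this low density would argue against it as the whole source of the spacer reads. However, reads were uneven within the spacers. In the 5'ETS, 36965 pellet reads lay from 1701 to 1800, and 7 from 401 to 500. The low density of the 3'ETS, which has 345 bp, therefore cannot decide whether genomic DNA gave spacer reads. Loss of 3'ETS reads for another reason was not tested. Precursors that still carry the 3'ETS remain an open biological explanation.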

How the results depend on the processing

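The spacer ratio stayed above 1 under all 5 alternatives, all of which lay above the interval of 27.5. It was 29.2 relative to the 18S plus 28S signal, 28.6 when scaled by the median ratio of the 18S and 28S bins, 28.6 without the bin with the highest signal of each region, 29.5 without the first and the last bin of each region and 30.1 with the median of the bins. The spacer share without the bin with the highest signal was 0.170% in the soluble library and 4.87% in the pellet library. Without the first and the last bin it was 0.167% and 4.91%. With the 5'ETS, ITS1 and ITS2 only, both shares stayed within their intervals. The ratio of spacer to mature reads between the libraries was 30.1 without the bin with the highest signal and 31.0 without the first and the last bin. The 5.8S ratio was 48.3 without the first and the last bin, and stayed within its interval under the other 4 alternatives. The cause of these shifts was not tested.

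The share of spacer signal in the pellet was 53.4% with pellet RNA of 4% of total RNA and 59.1% with 5%, which follows from the amounts themselves. It was 57.4% without the bin with the highest signal and 58.1% without the first and the last bin. The counts of spacer bins and of 18S and 28S bins higher in the pellet stayed within 1.5 times under the 4 alternatives computed for them, namely pseudocounts of 0.1 and 10 CPM, the minimum of 10 CPM and the 18S plus 28S signal. Spacer bins higher in the pellet numbered 62, except with the minimum of 10 CPM, which left 54, all of them higher. With a pseudocount of 10 CPM, 54 of the 62 had a log2 ratio above 1. Bins of 18S and 28S higher in the pellet numbered 29 with the minimum of 10 CPM, which left bins out. They numbered 32 with both pseudocounts, and 37 of 69 relative to the 18S plus 28S signal. Whether most of these 69 bins were higher or lower thus depended on the scaling.

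Among single regions, 29 alternative values were computed for the 5'ETS, 18S, ITS1, ITS2, 28S and 3'ETS, of which 7 stayed within the interval, 21 moved outside it and 1 reversed. The 28S ratio was 0.992 with the median of the bins, against 1.09, and the cause was not tested. The 5'ETS ratio ranged from 31.1 to 32.8, that of ITS1 from 30.3 to 42.1, that of ITS2 from 22.9 to 27.8 that of 18S from 0.713 to 0.799 and that of the 3'ETS, against 3 counts, from 22.8 to 62.9. No median ratio of the 3'ETS could be computed, because its median soluble CPM was 0.

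The intervals are narrow because the libraries are deep, and they leave out the variation between preparations, which 1 library per fraction does not show. Depth limits the 3'ETS, with 1 soluble read, and 5.8S, with 51. No paired analysis was possible because each fraction has 1 library and the results come from no test.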

Differences from the paper's values

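The bin size of the 5.8S region was 20 bp in the deposited counts, against 10 bp in the paper's methods. None of the alternatives set before the data were examined bears on it.

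The paper describes 5.8S rRNA as not observed in the soluble fraction by RNA sequencing, and later as not abundant there. In the deposited counts, 51 soluble reads lay in 5.8S. By RT-qPCR (Supplementary Fig. S1f), the paper reports lower levels of 18S, 5.8S and 28S rRNA in the chromosome fraction than in the soluble fraction. Among rDNA reads, which is another scale, the pellet to soluble ratio was 0.710 for 18S, 1.09 for 28S and 33.2 for 5.8S. With the median of the bins, the 28S ratio was 0.992.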

Other observations

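The tests of reads that overlap more than 1 bin, of the GC content of 5.8S and of the GC content of each 100 bp of 28S were chosen after the result was seen. The stretches of 28S and of the 5'ETS with few reads, and the RNA FISH probe, were also chosen after their values were seen. GC content is that of RNA45SN1 in GRCh38.

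The spacers are rich in GC, with 79.2% in the 5'ETS, 79.9% in ITS1 and 83.1% in ITS2. If GC-rich sequence were recovered better in the pellet library, 28S bins as GC-rich as the spacers would be enriched too. The 14 such bins with more than 3 reads in each library had a median pellet to soluble ratio of 1.14 and ranged from 0.790 to 2.27, which argues against GC content as the cause of the spacer enrichment.

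The paper reports that pellet RNA was 4% to 5% of total RNA. At 4.5%, 56.4% of all spacer signal would lie in the pellet (95% interval 56.0% to 56.8%). This holds only if rDNA reads make up the same share of RNA in both fractions, which was not tested, and the RNA amounts come from other measurements.

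In the pellet library, 5.8S had fewer reads per bp than ITS1 and ITS2, although every precursor that joins these spacers includes it. The ITS1 bin that adjoins 5.8S was an exception, with 168 CPM per 100 bp against 176 in 5.8S. Loss of GC-rich sequence is argued against, because 5.8S had a GC content of 57.3%, below both spacers. Reads that overlap more than 1 bin and were left out of the counts are a candidate explanation, since a bin of 20 bp cannot hold a longer read whole. The paper's methods name both single-end and paired-end reads, so the read length of these libraries is not known. In all 6 other regions, the short last bin had fewer pellet reads per bp than the bin before it. This cannot be told apart from a fall toward the end of each region, because every short bin is also a last bin. No biological explanation was tested.

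From position 10935 to 11434 of 28S, 5 neighbouring bins held 150 reads in the soluble library and 117 in the pellet library. This stretch had a median GC content of 88.5%, and only 1 of the 46 other 28S windows was as GC-rich. This rarity goes with a loss of GC-rich sequence. However, that 1 window, from 10835 to 10934, held 13414 soluble and 9271 pellet reads, which goes against it. The GC content of each 100 bp is argued against as the whole cause, because the 10 other windows at least as GC-rich as its least GC-rich window had a median of 24976 pellet reads, with a range from 255 to 549503. A difference between the HCT116 rRNA and the reference sequence was not tested.

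The first 500 bp of the 5'ETS held 81 soluble and 784 pellet reads, which is 0.784% of the 5'ETS reads of the pellet library over 13.7% of its length. Of these, 76 soluble and 719 pellet reads lay in the bin from 101 to 200. Some later bins also held few pellet reads, such as 23 from 3201 to 3300 and 25 from 3301 to 3400. The shortfall was thus neither even over the first 500 bp nor limited to it. The GC content of the first 500 bp was 77.2%, against 79.5% in the rest of the 5'ETS, which argues against loss of GC-rich sequence. Removal of this part from most precursors remains open as a biological explanation and was not tested. The RNA FISH probe for 45S pre-rRNA matched RNA45SN1 from 423 to 450 of the 5'ETS, within the first 500 bp of that copy. That position was not converted to the sequence on which the reads were counted. Whether precursors had lost the target of the probe was not tested.

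The number of 28S reads per 18S read was 1.53 times as high in the pellet library as in the soluble library. After the mean spacer reads per bp of each library were taken off, the value was 1.52. Without the bins at both ends of 18S and 28S, it was 1.65, so the end bins did not account for the difference. Taking off the mean does not decide whether reads of precursors were counted in the 28S bins, because the reads per bp are uneven. In the pellet library they were 36.8 in the 5'ETS, ITS1 and ITS2 and 241.2 in the bins at both ends of 18S and the 5' end of 28S. Reads of precursors and unequal recovery of the mature rRNAs remain open. The lowest ratio of a 28S bin was 0.284, from 9235 to 9334, with 12451 soluble and 2051 pellet reads.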
